# Transcriptome profiling of porcine testis tissue reveals genes related to sperm hyperactive motility

**DOI:** 10.1186/s12917-020-02373-9

**Published:** 2020-05-26

**Authors:** Maren van Son, Nina Hårdnes Tremoen, Ann Helen Gaustad, Dag Inge Våge, Teklu Tewoldebrhan Zeremichael, Frøydis Deinboll Myromslien, Eli Grindflek

**Keywords:** Sperm hyperactivity, Hyperactive motility, Testis, Gene expression, Pig, RNA sequencing

## Abstract

**Background:**

Sperm hyperactive motility has previously been shown to influence litter size in pigs, but little is known about the underlying biological mechanisms. The aim of this study was to use RNA sequencing to investigate gene expression differences in testis tissue from Landrace and Duroc boars with high and low levels of sperm hyperactive motility. Boars with divergent phenotypes were selected based on their sperm hyperactivity values at the day of ejaculation (day 0) (contrasts (i) and (ii) for Landrace and Duroc, respectively) and on their change in hyperactivity between day 0 and after 96 h liquid storage at 18 °C (contrast (iii)).

**Results:**

RNA sequencing was used to measure gene expression in testis. In Landrace boars, 3219 genes were differentially expressed for contrast (i), whereas 102 genes were differentially expressed for contrast (iii). Forty-one differentially expressed genes were identified in both contrasts, suggesting a functional role of these genes in hyperactivity regardless of storage. Zinc finger *DNLZ* was the most up-regulated gene in contrasts (i) and (iii), whereas the most significant differentially expressed gene for the two contrasts were ADP ribosylation factor *ARFGAP1* and solute carrier *SLC40A1*, respectively. For Duroc (contrast (ii)), the clustering of boars based on their gene expression data did not reflect their difference in sperm hyperactivity phenotypes. No results were therefore obtained for this breed. A case-control analysis of variants identified in the Landrace RNA sequencing data showed that SNPs in *NEU3*, *CHRDL2* and *HMCN1* might be important for sperm hyperactivity.

**Conclusions:**

Differentially expressed genes were identified in Landrace boars with high and low levels of sperm hyperactivity at the day of ejaculate collection and high and low change in hyperactivity after 96 h of sperm storage. The results point towards important candidate genes, biochemical pathways and sequence variants underlying sperm hyperactivity in pigs.

## Background

The use of artificial insemination (AI) is crucial for efficient pig production and proper evaluation of semen quality is essential for high quality AI. Microscopic evaluation of ejaculates is a commonly used method but is subjective and not able to distinguish between subpopulations of spermatozoa with different motility characteristics [1]. Computer-Assisted Semen Analysis (CASA) provides accurate and objective evaluations of many sperm characteristics such as motility, morphology and concentration [1], and has been used in several species to predict fertility outcome [2]. Ejaculated mammalian spermatozoa are not able to fertilize an oocyte before capacitation has occurred, a process where they acquire hyperactive motility and other modifications that facilitate fertilization [3]. The hyperactive motility is characterized by a vigorous and non-linear swimming pattern, which help the spermatozoa to penetrate the zona pellucida [4]. CASA recognizes the hyperactive motility pattern as high curvilinear velocity and amplitude of the lateral head movement and low linear trajectory [5]. Hyperactive swimming pattern varies between species, and for boar spermatozoa the CASA thresholds have been related to curvilinear velocity (VCL), lateral head displacement (ALH), linearity (LIN) and wobble (WOB) [5]. The change in swimming pattern towards hyperactivity has been shown to require calcium, increased pH and ATP production [4].

In our previous study, several parameters defining hyperactive motility was correlated to the total number of piglets born, and breed differences were found for sperm motility characteristics [6]. Whereas Landrace developed more hyperactivity during storage, Duroc showed a large portion of sperm cells with hyperactive swimming pattern already at the day of ejaculate collection and no significant increase after storage [6]. Due to factors such as long-distance shipment, the semen doses are often stored for 48 to 96 h before used for insemination. Differences in hyperactive motility between the day of semen collection and after storage is of interest. The sperm cells’ capability of obtaining and maintaining hyperactive motility is a prerequisite for fertilization and if this occurs too early, there is a risk that the sperm cells deplete their energy store and die before they reach the oocyte [3].

Previous studies on the genomics underlying sperm hyperactive motility have focused on a limited number of candidate genes. A family of CatSper (cation channel of sperm) genes has been associated with different sperm quality parameters, including hyperactive motility [reviewed by 7]. CatSpers are voltage-dependent, calcium ion selective and pH-sensitive ion channels that controls entry of calcium ions into sperm cells [7, 8]. Other candidate genes have been associated to sperm hyperactivation in other species, like a family of β-defensin genes in mouse [9]. A proteomic study of boar spermatozoa have identified several proteins important for capacitation, belonging to pathways such as tricarboxylic acid cycle, glutathione metabolism, adipocytokine signaling and insulin action [10].

Before the spermatozoa can acquire hyperactive motility and fertilize an oocyte, it must undergo several different processes within testes including production, maturation and ejaculation. In this study, we wanted to examine how gene expressions in testis are associated with hyperactivity in ejaculated spermatozoa, as production and maturation of spermatozoa takes place in testis. Testis tissue samples were therefore collected from Landrace and Duroc boars where spermatozoa had been examined for degree of hyperactivity at the day of ejaculation (day 0) and after 96 h storage. Samples with high and low sperm hyperactive motility at day 0 and high and low change in level of hyperactivity between day 0 and 96 h storage were then used for transcriptome sequencing and facilitated the identification of differentially expressed genes and pathways.

## Results

### Sperm hyperactive motility data

Transcriptome sequencing was performed to analyze gene expression in testis tissue from Landrace and Duroc boars with different levels of sperm hyperactive motility. 

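The authors sequenced testis RNA with 1 library per boar and deposited the number of reads counted by HTSeq on each of 25880 Ensembl genes, without normalization. The counts of 13 Landrace boars and 8 Duroc boars were analysed here. For contrast (i), 4 Landrace boars with low and 4 with high hyperactivity at day 0 were compared, and for contrast (iii), 4 boars with a low and 3 with a high change in hyperactivity over 96 h of storage. The contrasts share 2 boars, L2 in both low groups and L7 in both high groups. In contrast (i), the counts per library ranged from 53644587 to 77217140 in the low group, with a median of 67344798, and from 64052547 to 97059970 in the high group, with a median of 82926536. In contrast (iii), they ranged from 47988011 to 77217140 in the low group, with a median of 54774450, and from 57638778 to 91641957 in the high group, with a median of 81320175. Matched by name, the grouping of 7 of the 8 Duroc boars differs between Table 1 and the deposited labels, and these 7 boars were placed in no group here. Genes with at least 1 CPM (read count scaled to library size) in at least 4 libraries of a contrast were tested, library sizes were normalized by the trimmed mean of M-values (TMM) in edgeR, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All log2 fold changes are given as high over low, with high and low taken from the deposited labels and from Table 1. The choice of test could change the numbers, since the paper used a likelihood ratio test.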

Three different contrasts were prepared in this study: (i) high versus low hyperactivity at ejaculation (day 0) in Landrace, (ii) high versus low hyperactivity at ejaculation (day 0) in Duroc, and (iii) high versus low change in levels of hyperactivity between day 0 and 96 h storage in Landrace (Table 1). In Duroc, a large proportion of the sperm cells were already hyperactive at day 0, and there were not enough extreme animals to make a contrast after 96 h storage. The mean (±SD) hyperactivity values for the contrasts were 14.5% (±1.7) (*n* = 4) and 1.6% (±0.3) (*n* = 4) for contrast (i), 26.7% (±1.7) (*n* = 5) and 6.3% (±2.7) (*n* = 4) for contrast (ii), and 15.0% (±3.0) (*n* = 3) and 2.7% (±0.6) (*n* = 4) for contrast (iii), respectively.

**Table 1:** Sperm hyperactivity measurements for the different boars included in this study

Group	Boar	n (ejaculates)	mean %hyperactivity	SD %hyperactivity	Read depth
Landrace low day 0	L1	3	1.9	0.2	77.6
	L2	4	1.2	0.7	107.7
	L3	3	1.6	0.6	119.9
	L4	3	1.6	0.2	87.7
Landrace high day 0	L5	3	16.4	7.3	94.6
	L6	3	13.6	3.2	113.6
	L7	4	15.5	3.1	127.4
	L8	4	12.6	3.1	139.7
Landrace low change 96 h vs. day 0	L9	5	3.3	2.1	80.0
	L10	3	2.1	1.4	78.9
	L11	4	2.3	0.6	107.7
	L12	3	3.0	2.8	71.2
Landrace high change 96 h vs. day 0	L13	3	11.7	7.0	121.4
	L14	4	17.3	9.0	127.4
	L15	3	16.2	3.7	84.6
Duroc low day 0	D1	3	3.7	0.7	68.5
	D2	3	7.0	2.8	72.0
	D3	4	9.8	2.4	77.8
	D4	3	4.7	1.5	86.7
Duroc high day 0	D5	3	23.6	7.9	65.2
	D6	4	23.8	3.9	74.6
	D7	3	27.9	4.0	76.2
	D8	3	27.4	1.4	121.2
	D9	3	27.9	8.7	195.7

The boars of contrast (i) (L1-L8), (iii) (L9-L15) and (ii) (D1-D9) are presented with the number of ejaculates, mean and standard deviation (SD) for %hyperactivity in the ejaculates. Read depth is number of sequenced reads per sample in million

### Testis transcriptome sequence data

The average number of 100 bp single reads generated by RNA sequencing across the samples was 98 million, ranging from 65 to 196 million (Table 1). Trimmomatic [11] removed between 0.38–0.7% of the reads, and 96.44% of the remaining high-quality reads were successfully mapped to the pig genome build 11.1 [12]. For the different contrasts, 82–83% of the 25,880 pig genes had at least one count in at least one of the samples and were included in the differential expression analysis. 

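In the deposited counts, 21183 of the 25880 genes, or 81.9%, had at least 1 count in at least 1 of the 8 libraries of contrast (i), and 21019 genes, or 81.2%, in at least 1 of the 7 libraries of contrast (iii). With at least 1 CPM in at least 4 libraries, 12979 genes were tested in contrast (i) and 12824 in contrast (iii).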

Normalization in edgeR adjusted for differences in sequencing depths as represented by differing library sizes.

### Differential expression

Contrasts (i) and (iii) showed similarity in gene expression patterns when performing cluster analysis by multidimensional scaling (Fig. 1 A and B). 

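Multidimensional scaling of log2 CPM, on the 500 genes with the largest pairwise differences, placed the groups apart on dimension 1. In contrast (i), dimension 1 took up 40.6% of the variance, and the coordinates averaged 0.79 ± 0.71 (SD, n = 4 boars) in the high group and -0.79 ± 0.33 (SD, n = 4) in the low group. No low boar reached the lowest high boar (two-sided exact permutation test, p = 0.0286, the smallest that 4 boars against 4 allow). In contrast (iii), dimension 1 took up 34.8% of the variance, and the coordinates averaged 0.64 ± 0.75 (SD, n = 3) in the high group and -0.48 ± 0.37 (SD, n = 4) in the low group, again without overlap (two-sided exact permutation test, p = 0.0286, the smallest that 3 boars against 4 allow). On dimension 2 the groups did not differ, with exact permutation p-values of 0.514 in contrast (i) and 0.429 in contrast (iii). Among the fits that each left out 1 boar of contrast (i), the exact permutation p rose above 0.05 only without boar L3, to 0.0571.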

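Hierarchical clustering of the boars of contrast (i) on all 12979 tested genes split them into the 4 low and the 4 high boars. In contrast (iii), clustering on all 12824 tested genes set boar L13 apart from the other boars, so that 2 of the 7 boars were on the wrong side of a split by group. On the genes called by the likelihood ratio test, 3427 in contrast (i) and 64 in contrast (iii), the first split followed the groups in both contrasts, and these genes were selected for that difference.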

Differentially expressed genes are displayed in heat maps (Fig. 2 A and B), showing similar trends for the high and low groups. Contrast (ii), on the other hand, did not cluster as expected based on sperm hyperactivity measurements as described above (Fig. 1C). No significant results could therefore be obtained from the Duroc contrast (ii).

**Fig. 1:**
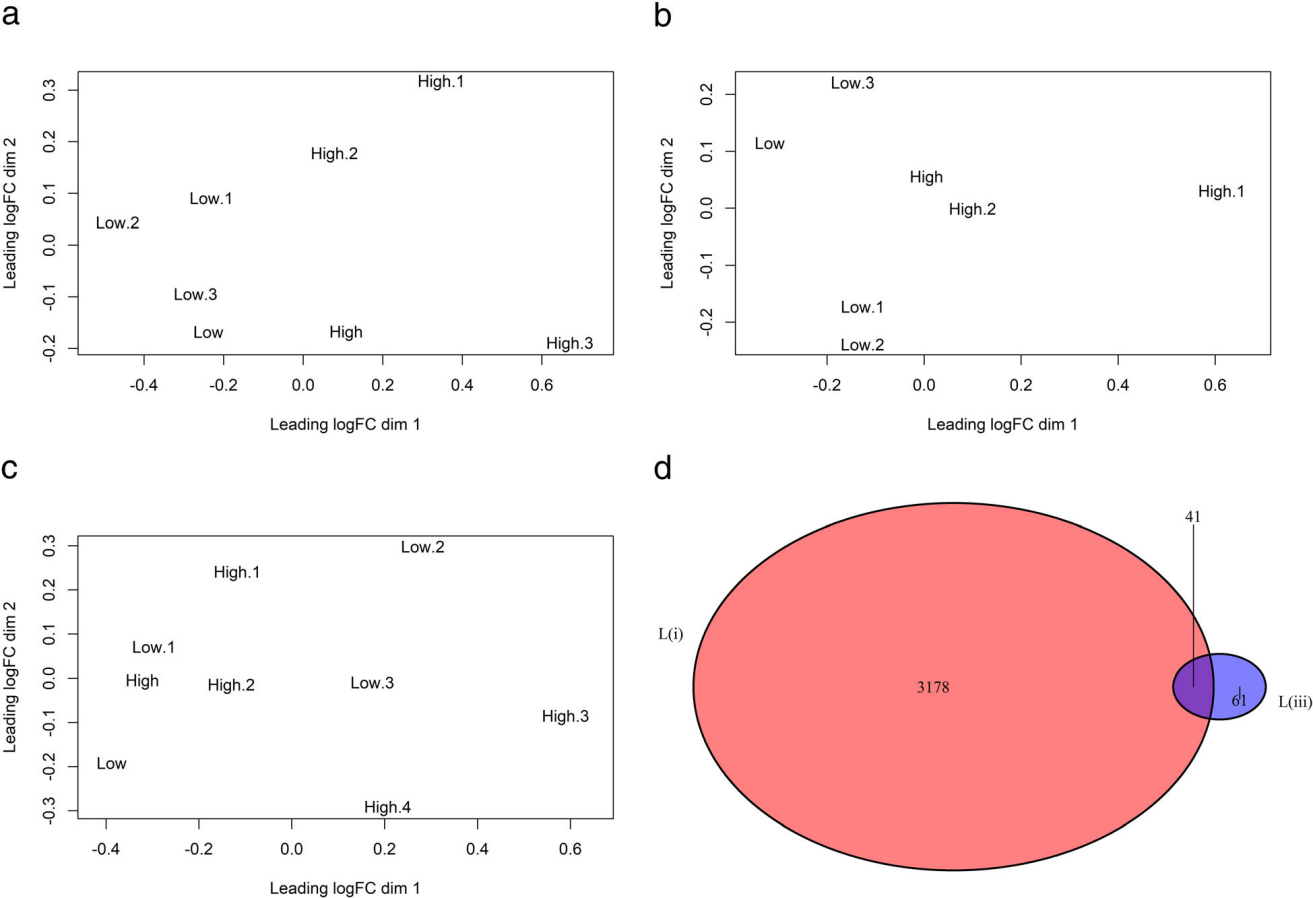
Multidimensional scaling (MDS) plots and Venn diagram for the gene expression data. **a** and **b** are MDS plots of contrasts (i) and (iii) in Landrace, respectively, whereas **c** is of contrast (ii) in Duroc. **d** shows the number of differentially expressed genes for contrast (i) and (iii) with their overlap

**Fig. 2:**
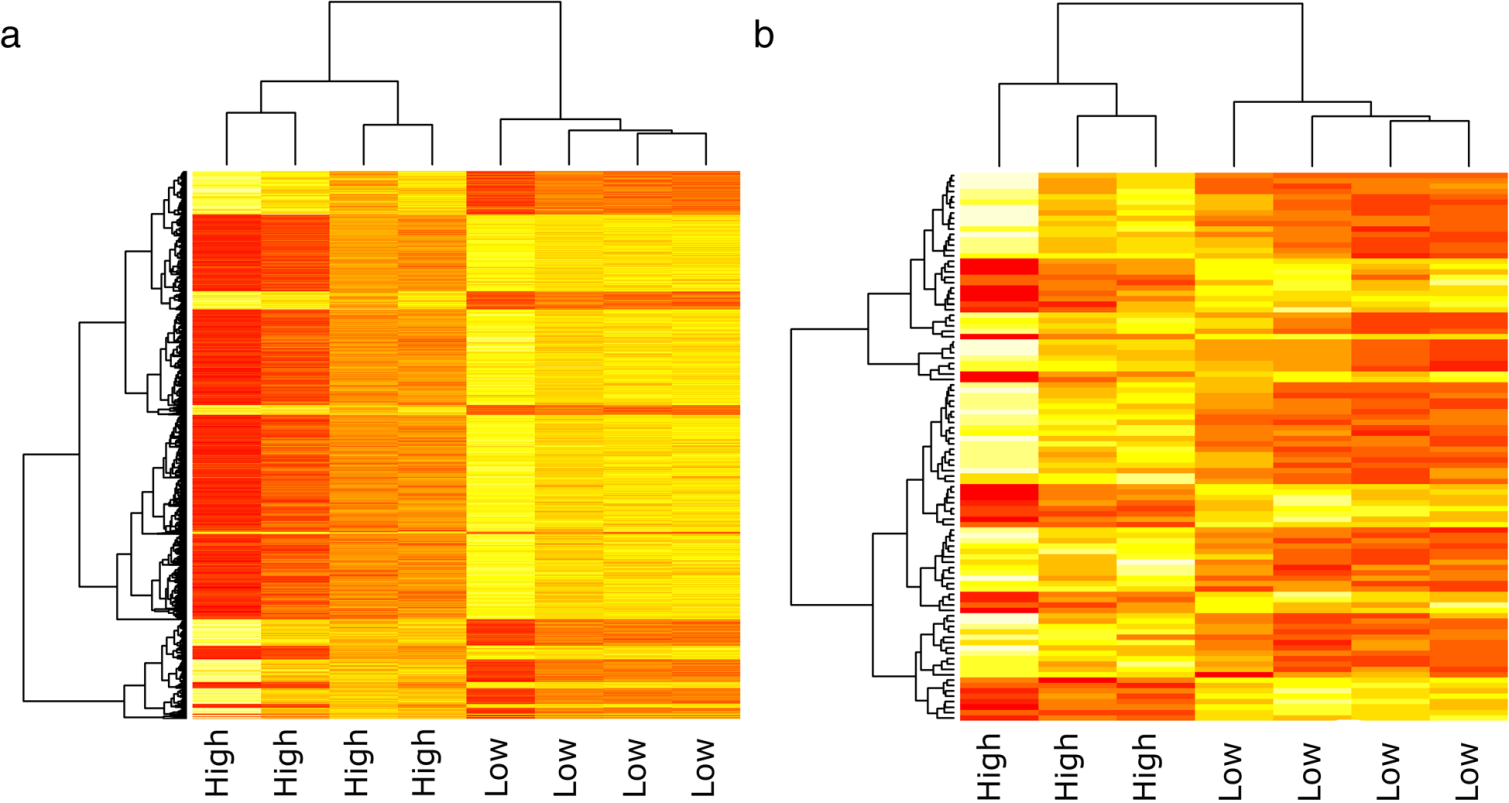
Heatmap for hierarchical clustering of differential gene expression. Each row of the grid corresponds to a different gene and each column represents a sample. The up-regulated (red) and down-regulated (yellow) genes were distinguished between the high versus low sperm hyperactivity groups in **a**) contrast (i) high versus low hyperactivity at the day of ejaculation in Landrace and **b**) contrast (iii) high versus low change in levels hyperactivity between day 0 and 96 h storage in Landrace

For contrast (i), high versus low hyperactivity on day 0 in Landrace, 3219 genes were found differentially expressed (FDR < 0.05) [see Additional file 1]. 

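By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2682 of the 12979 tested genes had an adjusted p under 0.05 in contrast (i), and 5415 genes had an unadjusted p under 0.05. The smallest adjusted p was 0.0208. With a likelihood ratio test in its place, 3427 genes passed. Leaving out 1 boar moved the count most. It was 1 gene without L3, where 614 genes shared the next adjusted p, 0.0504, and 1 gene without L6, where 439 genes shared the next adjusted p, 0.0532, both from edgeR. The count was at most 3764 genes, without L5.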

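Among the 2682 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test in contrast (i), 626 were higher in the high hyperactivity group and 2056, or 76.7%, were lower. The likelihood ratio test called 994 higher and 2433 lower. With DESeq2 the share of lower genes was 62.8%. In 2405 of the 2682 genes, the log2 CPM of the 2 groups did not overlap. Over all tested genes this held for 29.1%, where chance gives 2.86%.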

Of these, 870 genes were down-regulated in the high hyperactivity group whereas the rest were up-regulated. 

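In contrast (i), the gene with the smallest p was RPS21, ENSSSCG00000021825, on chromosome 17 of Sscrofa11.1 from 61763606 to 61764823 in the RefSeq annotation. Its level was 5.77 ± 2.16 CPM (SD, n = 4) in the high group and 22 ± 3.5 CPM (SD, n = 4) in the low group, a log2 fold change of -1.93 (standard error 0.25, adjusted p = 0.0208 from edgeR's quasi-likelihood test). ARFGAP1, ENSSSCG00000032235, on chromosome 17 from 62380060 to 62391836, ranked 11 by p. Its level was 4.34 ± 1.88 CPM (SD, n = 4) in the high group and 14.5 ± 2.78 CPM (SD, n = 4) in the low group. The log2 fold change was -1.75 (standard error 0.29, adjusted p = 0.0208 from the same edgeR test), and the groups did not overlap (two-sided exact permutation test, p = 0.0286). Leaving out each boar in turn kept the log2 fold change between -2.06 and -1.58, and 2 of the 8 fits put the adjusted p above 0.05.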

The most significant differentially expressed gene was ADP ribosylation factor GTPase activating protein 1 (*ARFGAP1*) (FDR = 1.2e-05). The most up-regulated gene in the high hyperactivity group was DNL-type zinc finger (*DNLZ*) (logFC = 2.7), whereas the most down-regulated gene was novel gene *ENSSSCG00000037477* (NCBI description: tetratricopeptide repeat protein 37-like; logFC = − 3.0).

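DNLZ, ENSSSCG00000034732, had 44.5 ± 21.5 counts (SD, n = 4) in the high group of contrast (i) and 272 ± 95 counts (SD, n = 4) in the low group. The log2 fold change was -2.75 (standard error 0.37, adjusted p = 0.0208 from edgeR's quasi-likelihood test). It was the lowest among the genes that passed, and that of ELN was -2.34. The counts ran from 27 to 75 in the high boars and from 203 to 406 in the low boars (two-sided exact permutation test, p = 0.0286). Without a low boar, DNLZ no longer passed the filter on low counts. In the 4 fits that left out a high boar, its log2 fold change stayed between -2.98 and -2.55, and 1 of them had an adjusted p above 0.05. TTC37-like, ENSSSCG00000037477, had 296 ± 238 counts (SD, n = 4) in the high group and 25 ± 46.1 counts (SD, n = 4) in the low group, where the counts ran from 0 to 94. Its log2 fold change was 3.13 (standard error 1.14, adjusted p = 0.0663 from the same edgeR test), and it passed with the likelihood ratio test at an adjusted p of 0.0499. Leaving out each boar in turn gave log2 fold changes from 2.52 to 7.04 for TTC37-like. The highest was without the low boar L1, which had the 94 counts. Among the genes that passed and whose groups did not overlap, RERG had the highest log2 fold change, 1.6, followed by SLC30A10 with 1.54 and ENSSSCG00000036648 with 1.48.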

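By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 12824 genes tested in contrast (iii) had an adjusted p under 0.05. The smallest adjusted p was 0.24, and 2540 genes had an unadjusted p under 0.05. With the likelihood ratio test, 64 genes passed, and with DESeq2, 116 genes. The log2 CPM of the high and low boars did not overlap in 16.3% of the tested genes, where chance gives 5.71%. The filter asks for 1 CPM in 4 of the 7 libraries, and the high group has 3 boars. Genes that reached 1 CPM only in high boars were therefore not tested. TTC37-like was among them, at 239 ± 121 counts (SD, n = 3) in the high group, from 160 to 378. In the low group it had 1.75 ± 2.22 counts (SD, n = 4), from 0 to 5. With a filter of at least 1 count in at least 1 sample, the quasi-likelihood test called 1 gene.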

For contrast (iii), high versus low change in levels of hyperactivity between day 0 and 96 h storage in Landrace, 102 genes were differentially expressed (FDR < 0.05) [see Additional file 2]. 

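In contrast (iii), the likelihood ratio test called 44 genes higher and 20 lower in the group with a high change in hyperactivity. SLC40A1, ENSSSCG00000027157, lies on chromosome 15 of Sscrofa11.1 from 94140635 to 94161793 in the RefSeq annotation. Its level was 36.7 ± 13.1 CPM (SD, n = 3) in the high group and 11.6 ± 4.11 CPM (SD, n = 4) in the low group. The log2 fold change was 1.66 (standard error 0.31, adjusted p = 0.24 from edgeR's quasi-likelihood test), and the groups did not overlap (two-sided exact permutation test, p = 0.0286). With the likelihood ratio test in edgeR its adjusted p was 0.00198. It ranked 7 by p in the quasi-likelihood test and 3 in the likelihood ratio test.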

Of these, 33 genes were up-regulated in the high hyperactivity group whereas 69 were down-regulated, and the most significant gene was solute carrier family 40 member 1 (*SLC40A1*) (FDR = 9.7e-04). In the high hyperactivity group, the most up-regulated gene was the same as in contrast (i): *DNLZ* (logFC = 1.9), whereas the most down-regulated gene was calcium dependent secretion activator (*CADPS*) (logFC = − 2.0).

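In contrast (iii), DNLZ had 66 ± 21.9 counts (SD, n = 3) in the high group and 178 ± 39.9 counts (SD, n = 4) in the low group, a log2 fold change of -1.88 (standard error 0.31, adjusted p = 0.24 from edgeR's quasi-likelihood test). It ranked 1 by p, and its adjusted p was 7.7e-04 from the likelihood ratio test in edgeR. CADPS, ENSSSCG00000011489, on chromosome 13 from 43979694 to 44482985, had 227 ± 106 counts (SD, n = 3) in the high group and 36.8 ± 27.6 counts (SD, n = 4) in the low group. Its log2 fold change was 2.08 (standard error 0.63, adjusted p = 0.24 from edgeR's quasi-likelihood test and 0.1 from the likelihood ratio test). Left out one at a time, the boars gave log2 fold changes from -2 to -1.65 for DNLZ and from 1.7 to 2.57 for CADPS.

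**Figure D1:**
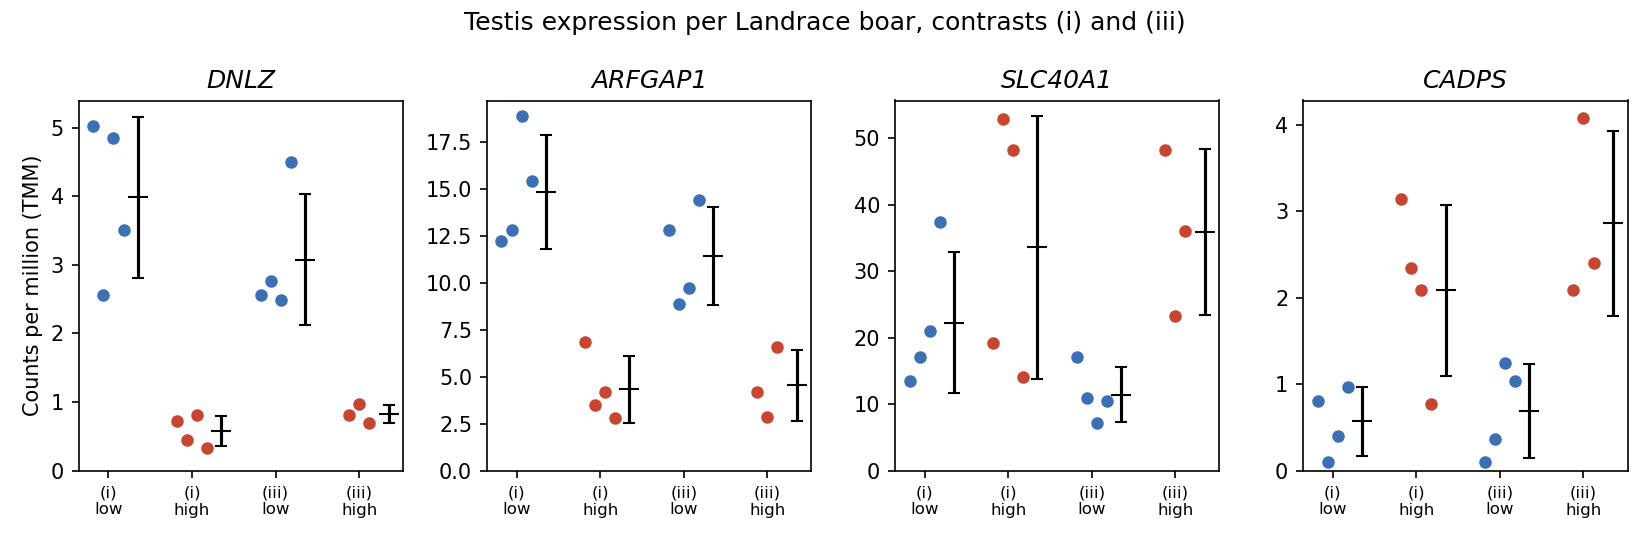
Level (CPM) of DNLZ, ARFGAP1, SLC40A1 and CADPS in each Landrace boar of contrasts (i) and (iii), normalized by TMM over all libraries. Each point is 1 boar (blue, low group; red, high group), and the black bar is the group mean with its SD; DNLZ and ARFGAP1 were lower in every high boar than in every low boar of the same contrast.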

Between contrasts (i) and (iii), 41 differentially expressed genes were found in common (Fig. 1D and Table 2). 

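No gene passed in both contrasts with edgeR's quasi-likelihood test, since 0 passed in contrast (iii), and 24 genes passed in both with the likelihood ratio test, each in the same direction. Of the 41 genes listed in Table 2, 31 had an adjusted p under 0.05 in contrast (i) by the quasi-likelihood test. All 41 had an unadjusted p of at most 0.00762 in contrast (iii). Their log2 fold changes had the same sign in both contrasts, 14 higher and 27 lower in the high groups. These 41 genes are the paper's own calls on the same libraries, and boars L2 and L7 enter both comparisons. With L2 and L7 left out of contrast (iii), all 41 genes still had the same direction in both contrasts. Each gene was selected as differing in both contrasts with L2 and L7 included, which nearly fixed its sign. The common sign of these genes therefore cannot decide what part the 2 boars play. Across the 12759 genes tested in both contrasts, the log2 fold changes correlated with a Pearson's r of 0.689 and a Spearman's rho of 0.66, and genes are not independent replicates.

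**Figure D2:**
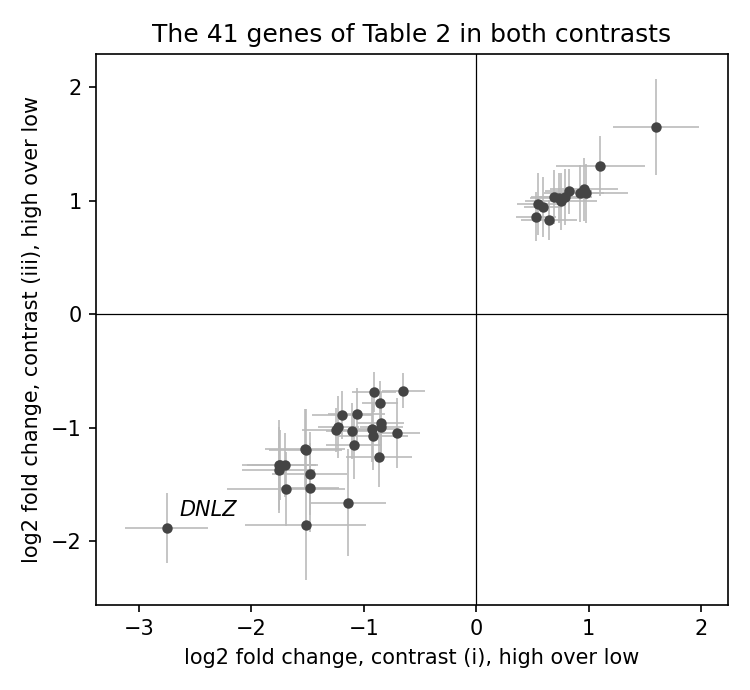
Log2 fold change (high over low) of the 41 genes of Table 2 in contrast (i), on the horizontal axis, and in contrast (iii), on the vertical axis. Points are genes and bars are standard errors; 14 genes lie above 0 and 27 below 0 in both contrasts, with DNLZ lowest in contrast (i).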

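Among the genes tested in each contrast, DNLZ ranked 3 by p in contrast (i) and 1 in contrast (iii) with edgeR's quasi-likelihood test. Normalized over all libraries, its level in the high boars of the 2 contrasts ran from 0.329 to 0.968 CPM, and in the low boars from 2.49 to 5.03 CPM. From the genes in common to the contrasts, the paper proposes that DNLZ is important for hyperactivity with and without storage.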

The most significant common gene was *DNLZ* (Fig. 3).

**Table 2:** Differentially expressed genes in common for contrasts (i) high versus low hyperactivity at day 0 in Landrace and (iii) high versus low change in levels of hyperactivity between day 0 and 96 h storage in Landrace

Gene ID	Gene symbol	Gene name	FDR (i)	FDR (iii)	Count high (i)	Count low (i)	Count high (iii)	Count low (iii)
*ENSSSCG00000034732*	*DNLZ*	DNL-type zinc finger	4.5e-08	1.3e-03	182 (± 22)	1093 (± 95)	67 (± 22)	179 (± 40)
*ENSSSCG00000035243*	*RAB27B*	RAB27B, member RAS oncogene family	2.1e-02	7.7e-03	1650 (± 1105)	710 (± 259)	1706 (± 801)	519 (± 226)
*ENSSSCG00000012405*	*RPS4X*	ribosomal protein S4, X-linked	3.0e-02	1.0e-02	31,095 (± 13,846)	18,108 (± 5267)	34,635 (± 13,478)	14,745 (± 5991)
*ENSSSCG00000008857*	*MSMO1*	methylsterol monooxygenase 1	2.3e-02	1.0e-02	11,766 (± 7534)	5367 (± 1735)	11,744 (± 2348)	4422 (± 2427)
*ENSSSCG00000030005*	*LGALSL*	galectin like	2.9e-02	1.5e-02	3051 (± 1446)	1646 (± 488)	3916 (± 1783)	1433 (± 505)
*ENSSSCG00000014139*	*ARSK*	arylsulfatase family member	1.1e-02	1.5e-02	913 (± 303)	466 (± 108)	992 (± 131)	364 (± 110)
*ENSSSCG00000034499*	*TMEM225B*	transmembrane protein 225B	1.7e-03	1.5e-02	895 (± 330)	2094 (± 786)	933 (± 187)	1479 (± 577)
*ENSSSCG00000003575*	*CD164L2*	CD164 molecule like 2	7.3e-03	1.5e-02	109 (± 73)	361 (± 182)	103 (± 18)	241 (± 63)
*ENSSSCG00000014156*	*ARRDC3*	arrestin domain containing	1.7e-03	2.2e-02	3734 (± 1606)	1730 (± 426)	4836 (± 2569)	1659 (± 352)
*ENSSSCG00000000602*	*RERG*	RAS like estrogen regulated growth inhibitor	8.2e-04	2.2e-02	848 (± 607)	241 (± 65)	854 (± 625)	198 (± 97)
*ENSSSCG00000032235*	*ARFGAP1*	ADP ribosylation factor GTPase activating protein	1.2e-05	2.3e-02	322 (± 96)	1043 (± 387)	339 (± 84)	686 (± 240)
*ENSSSCG00000016027*	*ITGAV*	integrin alpha-V precursor	4.9e-02	2.4e-02	7399 (± 3982)	4034 (± 1544)	8956 (± 4183)	3467 (± 1892)
*ENSSSCG00000031571*	novel gene	novel gene	4.3e-05	2.4e-02	553 (± 68)	1395 (± 316)	343 (± 181)	726 (± 375)
*ENSSSCG00000027178*	*MAN2B2*	mannosidase alpha class 2B	5.1e-05	2.5e-02	161 (± 49)	489 (± 150)	166 (± 78)	304 (± 94)
*ENSSSCG00000005671*	*CRAT*	carnitine O-acetyltransferase	2.6e-04	2.7e-02	3346 (± 1334)	7076 (± 1745)	3539 (± 1249)	4976 (± 849)
*ENSSSCG00000027472*	*GCA*	grancalcin	9.9e-03	2.8e-02	3324 (± 1663)	1575 (± 516)	3584 (± 1860)	1268 (± 665)
*ENSSSCG00000010084*	novel gene	novel gene	0.0002	2.8e-02	1785 (± 534)	3575 (± 743)	1628 (± 671)	2559 (± 935)
*ENSSSCG00000028425*	*UBL4B*	ubiquitin like 4B	1.4e-05	2.8e-02	1450 (± 700)	4446 (± 1009)	1469 (± 746)	2832 (± 1106)
*ENSSSCG00000008118*	*PROM2*	prominin 2	2.0e-02	2.8e-02	76 (± 54)	210 (± 77)	74 (± 21)	200 (± 82)
*ENSSSCG00000033277*	*IQCF5*	IQ motif containing F5	8.1e-03	2.9e-02	18,391 (± 3501)	26,423 (± 2197)	16,727 (± 4257)	20,458 (± 4997)
*ENSSSCG00000007700*	*HIP1*	huntingtin interacting protein 1	8.7e-04	3.7e-02	3592 (± 993)	5921 (± 1011)	2947 (± 1720)	4441 (± 1402)
*ENSSSCG00000035218*	*ADA2*	adenosine deaminase CECR1 precursor	4.2e-02	3.8e-02	182 (± 47)	303 (± 68)	137 (± 36)	243 (± 27)
*ENSSSCG00000013335*	*LGR4*	leucine rich repeat containing G protein-coupled	3.8e-02	4.0e-02	3815 (± 1202)	2412 (± 767)	5078 (± 2454)	2098 (± 623)
*ENSSSCG00000007019*	*GPAT4*	glycerol-3-phosphate acyltransferase 4	1.5e-04	4.0e-02	6146 (± 1491)	10,211 (± 2337)	5818 (± 2115)	7630 (± 2240)
*ENSSSCG00000016592*	*FSCN3*	fascin-3	5.9e-04	4.0e-02	7738 (± 2188)	13,775 (± 2808)	6367 (± 3262)	10,079 (± 3560)
*ENSSSCG00000016278*	*TEX44*	testis expressed 44	2.1e-04	4.4e-02	4149 (± 2414)	11,049 (± 2567)	4330 (± 2331)	7558 (± 3339)
*ENSSSCG00000006928*	*LMO4*	LIM domain only 4	3.3e-02	4.8e-02	831 (± 261)	465 (± 121)	989 (± 385)	368 (± 156)
*ENSSSCG00000032715*	*CERS6*	ceramide synthase 6	3.6e-02	4.8e-02	4029 (± 1640)	2452 (± 690)	6135 (± 3651)	2277 (± 572)
*ENSSSCG00000033734*	*TMSB4Y*	thymosin beta 4, Y-linked	1.8e-02	4.8e-02	3676 (± 1035)	2191 (± 602)	5172 (± 3085)	1951 (± 352)
*ENSSSCG00000028613*	*CETN1*	centrin 1	3.1e-04	4.8e-02	31,883 (± 6281)	54,982 (± 9504)	30,604 (± 7660)	38,067 (± 8989)
*ENSSSCG00000003949*	*CDC20*	Cell division cycle protein 20 homolog	6.8e-04	4.8e-02	3008 (± 1098)	5940 (± 1740)	3005 (± 1079)	4302 (± 1296)
*ENSSSCG00000021337*	*PRM1*	protamine 1	8.2e-03	4.8e-02	82,199 (± 27,212)	117,697 (± 11,624)	67,279 (± 46,538)	100,121 (± 16,807)
*ENSSSCG00000029145*	*POMGNT1*	protein O-linked-mannose beta-1,2-N-acetylglucosaminyltransferase 1	1.5e-02	4.8e-02	2003 (± 748)	3583 (± 732)	1930 (± 356)	3052 (± 895)
*ENSSSCG00000039792*	*CDRT4*	CMT1A duplicated region transcript 4	1.7e-03	4.8e-02	466 (± 116)	923 (± 210)	428 (± 121)	719 (± 219)
*ENSSSCG00000035607*	*PRM3*	protamine 3	8.9e-05	4.8e-02	2567 (± 1570)	6555 (± 1223)	2693 (± 1803)	4481 (± 1585)
*ENSSSCG00000003486*	*ARHGEF10L*	Rho guanine nucleotide exchange factor 10 like	1.1e-03	4.8e-02	134 (± 53)	356 (± 180)	140 (± 58)	279 (± 91)
*ENSSSCG00000013519*	*ZNRF4*	zinc and ring finger 4	2.4e-05	4.8e-02	1019 (± 587)	3079 (± 966)	1112 (± 647)	2049 (± 805)
*ENSSSCG00000014187*	*NUDT12*	nudix hydrolase 12	2.6e-02	4.9e-02	792 (± 307)	419 (± 131)	928 (± 418)	340 (± 136)
*ENSSSCG00000002839*	*C16orf78*	chromosome 16 open reading frame 78	1.8e-03	4.9e-02	3755 (± 1189)	6066 (± 1030)	3256 (± 1979)	4673 (± 1694)
*ENSSSCG00000021448*	*CCDC17*	coiled-coil domain containing 17	5.9e-06	4.9e-02	1719 (± 517)	3650 (± 792)	1689 (± 730)	2647 (± 1024)
*ENSSSCG00000021255*	*ADA*	adenosine deaminase	1.7e-02	4.9e-02	82 (± 23)	162 (± 37)	63 (± 34)	152 (± 65)

Genes differentially expressed in contrasts (i) and (iii) are presented with gene Ensembl ID, gene symbol, gene name and significance level (FDR) in Landrace (L) for the two contrasts. Moreover, average read counts for the high and low groups are included along with standard deviations

**Fig. 3:**
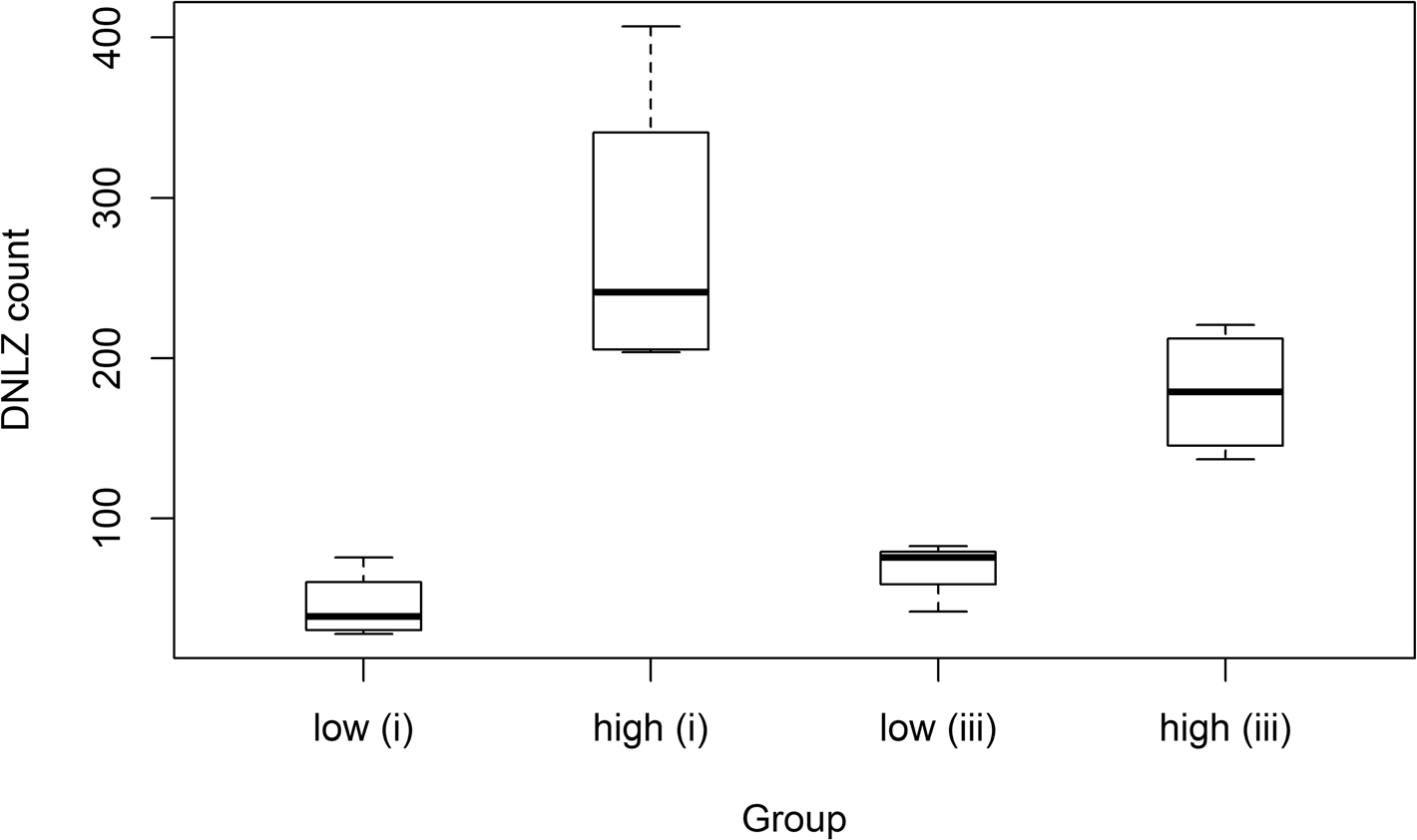
Boxplot showing the differential expression of *DNLZ*. The most significant gene in common for the Landrace contrasts (i) high versus low hyperactivity at the day of ejaculation in Landrace and (iii) high versus low change in levels hyperactivity between day 0 and 96 h storage in Landrace was *DNLZ*. The read counts for the high and low groups of animals in these two contrasts are plotted and box edges represents the upper and lower quartile with the median value shown as a bold line in the middle of the box. Whiskers represent 1.5 times the quartile of the data

### Gene ontology

Over-represented pathways among the differentially expressed genes were identified by gene ontology analysis. For contrast (i), 12 pathways were over-represented (Table 3), and the most significant pathways include the “extracellular exosome” (GO:0070062), “cytoplasm” (GO:0005737) and “in utero embryonic development” (GO:0001701). Furthermore, all genes belonging to the biological process pathway “establishment or maintenance of transmembrane electrochemical gradient” (GO:0010248) were differentially expressed: ATPase gene members *ATP1A1*, *ATP1A2*, *ATP1B2*, *ATP4A* and BCL2 associated X, apoptosis regulator (*BAX*). 

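In contrast (i), the log2 fold changes were -0.86 for ATP1B2 and -0.98 for ATP4A, both lower in the high group, with adjusted p-values of 0.0443 and 0.0361 in edgeR's quasi-likelihood test. BAX was not analysed here. Leaving out each boar in turn put ATP1B2 above an adjusted p of 0.05 in 7 of 8 fits, and ATP4A in 6. ATP4A overlapped between the groups (two-sided exact permutation test, p = 0.0571). Among the high boars, L5 lay above the others for ATP4A, at 2.02 CPM against 1.46 to 1.47 CPM.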

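Of the GATOR2 genes CASTOR1, MIOS, SEC13, SESN1, SESN2, WDR24 and WDR59, 6 had an adjusted p under 0.05 in contrast (i) by edgeR's quasi-likelihood test and 7 by the likelihood ratio test. MIOS was higher in the high group, with a log2 fold change of 0.57 (adjusted p = 0.0246 from the quasi-likelihood test in edgeR, with low boar L3 at 101 CPM and the other low boars from 128 to 132 CPM), and 5 of the genes that passed were lower, down to -1.76 for WDR24. SESN1 had a log2 fold change of 0.43 and an adjusted p of 0.0511 in edgeR's quasi-likelihood test.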

Eight of the nine genes in the cellular component “GATOR2 complex” (GO:0061700) were also differentially expressed: cytosolic arginine sensor for mTORC1 subunit 1 (*CASTOR1*), meiosis regulator for oocyte development (*MIOS*), SEC13 homolog nuclear pore and COPII coat complex component (*SEC13*), sestrins *SESN1* and *SESN2*, KICSTOR complex subunit (*SZT2*), and WD (tryptophan-aspartic acid dipeptide) repeat domains *WDR24* and *WDR59*.

**Table 3:** Gene ontology (GO) functional enrichment analysis for the differentially expressed genes for hyperactivity at day 0 in Landrace

Category	Term	Description	*P*-value	DE counts	Total in category
CC	GO:0070062	extracellular exosome	6.58E-06	409	1371
CC	GO:0005737	cytoplasm	1.67E-05	616	2157
BP	GO:0001701	in utero embryonic development	2.73E-05	52	123
MF	GO:0045296	cadherin binding	3.68E-05	68	174
MF	GO:0000166	nucleotide binding	5.37E-05	190	591
CC	GO:0005925	focal adhesion	6.80E-05	79	213
CC	GO:0061700	GATOR2 complex	1.17E-04	8	9
MF	GO:0005524	ATP binding	2.68E-04	242	792
BP	GO:0060048	cardiac muscle contraction	2.89E-04	11	16
CC	GO:0005634	nucleus	2.98E-04	715	2589
CC	GO:0005813	centrosome	7.63E-04	103	310
BP	GO:0010248	establishment or maintenance of transmembrane electrochemical gradient	9.37E-04	5	5

Gene ontology results are presented with category (*CC* cellular component, *BP* biological process, *MF* molecular function), term, description, significant level (*p*-value), gene count in differentially expressed genes (DE) and total number of genes in category

For contrast (iii), seven pathways were over-represented (Table 4), and the most significant pathways include the cellular component “extracellular space” (GO:0005615), “extracellular region” (GO:0005576) and “adenosine catabolic process” (GO:0006154). None of the overrepresented pathways in contrast (i) and (iii) were in common.

**Table 4:** Gene ontology (GO) functional enrichment analysis for the differentially expressed genes for change in hyperactivity between day 0 and 96 h storage in Landrace

Category	Term	Description	*P*-value	DE counts	Total in category
CC	GO:0005615	extracellular space	2.37E-05	12	360
CC	GO:0005576	extracellular region	2.17E-04	9	247
BP	GO:0006154	adenosine catabolic process	2.31E-04	2	3
CC	GO:0009897	external side of plasma membrane	4.33E-04	5	88
MF	GO:0005125	cytokine activity	4.60E-04	3	21
BP	GO:0071985	multivesicular body sorting pathway	7.27E-04	2	6
CC	GO:0032585	multivesicular body membrane	9.55E-04	2	6

Gene ontology results are presented with category (*CC* cellular component, *BP* biological process, *MF* molecular function), term, description, significant level (*p*-value), gene count in differentially expressed genes (DE) and total number of genes in category

### Variant calling

SNP detection in the sequence data of the Landrace animals from contrasts (i) and (iii) identified 103,161 filtered, high-quality variants (Table 5 and Additional file 3). Of these variants, 75% had existing dbSNP entries. The importance of the detected SNPs was investigated by a case-control analysis and by localization in differentially expressed genes.

**Table 5:** Effects of putative SNPs

SNP effect	All dataset	Joined with (i)	Joined with (iii)	Common (i) and (iii)
3’UTR	16,507	1665	72	4
5’UTR	2741	382	16	8
Frameshift	20	2	0	0
Missense	3452	477	27	7
Start lost	8	0	0	0
Stop lost	8	2	0	0
Stop gained	19	1	0	0
Splice region variant	722	90	3	1
Splice acceptor	19	5	0	0
Splice donor	30	6	0	0
Coding sequence variant	4	0	0	0
Inframe deletion	47	1	0	0
Inframe insertion	20	3	0	0
Protein altering variant	1	0	0	0
Synonymous	77,186	704	29	8
**SNP impact**				
High	104	16	0	0
Moderate	3518	481	27	7
Low	8343	761	32	9
Modifier	243,587	22,707	723	323

SNP effect according to Ensembl VEP for putative variants detected using the animals of contrasts (i) and (iii). The results are shown for all filtered variants in the Landrace dataset and variants in differentially expressed genes. Some variants have more than one predicted effect

In search of SNPs that may affect levels of hyperactivity, a case-control analysis was performed between the high and low groups within each contrast. Genotype frequencies of 278 and 19 variants were significantly different between the high and low groups of contrasts (i) and (iii), respectively (Additional file 4). None of these SNPs had a predicted high impact according to Ensembl variant effect predictor (VEP), however, for contrast (i), 18 SNPs had a predicted moderate or low impact, and for all these SNPs the alternate allele was only present in one of the animal groups (high or low sperm hyperactivity). Thirteen of these 18 SNPs were located in neuraminidase 3 (*NEU3*) and one of these, *rs318364485*, was predicted to be deleterious with a SIFT score of 0.05. Further, two of the 18 SNPs were located in chordin like 2 (*CHRDL2*) and hemicentin 1 (*HMCN1*), respectively.

Of the identified 103,161 filtered, high-quality variants, 16 SNPs located in differentially expressed genes of contrast (i) were predicted to have a high impact (Ensembl VEP) (Table 5 and Additional file 5). These 16 SNPs were located in 15 different genes: cilia and flagella associated protein 65 (*CFAP65*), peptidylprolyl isomerase G (*PPIG*), gametogenetin binding protein 2 (*GGNBP2*), protein arginine methyltransferase 2 (*PRMT2*), calcium binding protein 39 (*CAB39*), RuvB like AAA ATPase 1 (*RUVBL1*), coiled-coil domain containing 187 (*CCDC187*), NUT midline carcinoma family member 1 (*NUTM1*), Rap associating with DIL domain (*RADIL*), angiogenic factor with G-patch and FHA domains 1 (*AGGF1*), ribonucleoprotein PTB binding 1 (*RAVER1*), ribosomal protein S9 (*RPS9*) and three uncharacterized genes. 

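Of these genes, 12 were matched by name to the count files. In contrast (i), 11 of them had an adjusted p under 0.05 by edgeR's quasi-likelihood test, 4 higher and 7 lower in the high group, and 12 by the likelihood ratio test. Log2 fold changes ran from -1.57 for CCDC187 to 0.58 for PPIG. CFAP65 had a log2 fold change of -0.57 (adjusted p = 0.0303 from edgeR's quasi-likelihood test). RUVBL1 did not pass, with an adjusted p of 0.0566 from that edgeR test.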

Of the 16 high impact SNPs, six had existing rs-IDs, and of the ten remaining, eight could be verified in an independent whole-genome sequencing dataset from the same Landrace population [13]. The SNPs in *CAB39* and *AGGF1* could not be verified in this dataset. When the detected 103,161 filtered, high-quality variants were compared to the results of contrast (iii), no high impact SNPs were localized in the differentially expressed genes.

## Discussion

Transcriptome sequencing was conducted to elucidate genes and pathways associated with sperm hyperactive motility in two pig breeds, Landrace and Duroc. Hyperactive motility of sperm cells is important for fertilization of an oocyte; however, if acquired too early, the sperm cells drain their energy and risk not reaching the oocyte. In this study, we therefore included two contrasts in Landrace: (i) high versus low levels of sperm hyperactivity at the day of ejaculation (day 0) and (iii) high versus low change in levels of sperm hyperactivity between day 0 and 96 h storage. In Norway, porcine liquid diluted semen is recommended to be used within 96 h after collection, hence this storage limit of contrast (iii). We also tried to include a third contrast, day of ejaculation (day 0) in Duroc (ii), however, this was not successful and is discussed in the section “Breed differences” below. Generally, it is of interest to identify putative biomarkers for boar fertility and no studies in the past have looked at testis gene expression and how it is associated with sperm hyperactive motility. Each of the groups within the contrasts consisted of a limited set of animals (*n* = 3–5), which could affect our results by introducing spurious associations. Moreover, individual differences in seminal plasma content was not taken into account in the current study. Seminal plasma is reported to contain decapacitation factors and seems to inhibit the development of hyperactivated spermatozoa [14]. Further, proteins in seminal plasma have been reported to keep the spermatozoa progressively motile, viable and acrosome intact during storage [15]. This means that the results of both the contrast at the day of ejaculation and the contrast looking at difference in hyperactivity after storage could be affected by individual variation in seminal plasma content.

### Genes important for hyperactivity regardless of storage

Of the 3219 differentially expressed genes in contrast (i) and the 102 differentially expressed genes in contrast (iii), 41 were in common, suggesting that these genes are important for sperm hyperactive motility both initially and after storage. The most up-regulated gene in the high hyperactivity group of both contrasts was *DNLZ*, suggesting an important function in sperm hyperactivity in Landrace. *DNLZ*, also known as *HEP* and *HEP1*, is a zinc finger protein that is known to be important for regulation of *HSPA9* ATPase activity in human by enhancing the rate of ATP hydrolysis [16, 17]. HSPA9 seems to be implicated in the maturity and fertilizing ability of spermatozoa [18] and was also differentially expressed in a proteomic study for human sperm motility [19]. Whether an increased HSPA9 ATPase activity by *DNLZ* is the link to sperm hyperactive motility needs to be further investigated.

Adenosine deaminases *ADA* and *ADA2* were differentially expressed in contrasts (i) and (iii), and the gene ontology term “adenosine catabolic process” was significant for contrast (iii). 

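In contrast (i), ADA had a log2 fold change of -1.14 (standard error 0.34, adjusted p = 0.0383 from edgeR's quasi-likelihood test) and ADA2 of -0.87 (standard error 0.29, adjusted p = 0.0548 from the same edgeR test). Leaving out a boar put ADA above an adjusted p of 0.05 in 7 of 8 fits. In contrast (iii), their log2 fold changes were -1.66 and -1.26, neither with an adjusted p under 0.05 (0.24 for both from edgeR's quasi-likelihood test). With the likelihood ratio test in edgeR, ADA2 passed in contrast (iii) at an adjusted p of 0.0191, and ADA did not, at 0.0748.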

Previous studies have shown that adenosine enhances sperm capacitation and motility through ADA receptors [20–22]. This is interesting as capacitation is necessary for hyperactivation of sperm cells and could explain our results. 

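HIP1, PRM1, PRM3, TMEM225B and FSCN3 were each lower in the high group in both contrasts. In contrast (i), their log2 fold changes were -0.84, -0.7, -1.52, -1.25 and -0.93, with adjusted p-values of 0.0209, 0.0338, 0.0208, 0.023 and 0.0219 in edgeR's quasi-likelihood test. In contrast (iii), the log2 fold changes were -1, -1.05, -1.2, -1.02 and -1.01, and the adjusted p was 0.24 for each in the same edgeR test. With the likelihood ratio test in edgeR, TMEM225B passed in contrast (iii) at an adjusted p of 0.00701.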

Other genes in common for contrasts (i) and (iii) that have previously been associated to sperm motility are huntington interacting protein 1 gene (*HIP1*), protamines *PRM1* and *PRM3*, transmembrane protein 225B (*TMEM225B*) and fascin-3 (*FSCN3*). CASA analysis of *HIP1* knockout mice has previously shown reduced velocity, amplitude of lateral head displacement and numbers and percentages of motile, rapid and progressive sperm cells [23]. The study of Khatchadourian et al. [23] suggested that HIP1 was involved in sperm motility and morphology by stabilizing actin and microtubules. *PRM1* and *PRM3* are protamines, which are known for their effect on tight chromatin packaging in sperm cells and association with sperm DNA fragmentation [24]. Sperm motility has also been indirectly associated with protamine through sperm chromatin structure assay parameters [25] and *PRM3* deficient mice was shown to exhibit reduced sperm motility [26]. *TMEM225* has been shown to regulate protein phosphatase 1γ2, which is necessary for sperm capacitation and motility in mice [27], whereas *FSCN3* has been associated with capacitation and was proposed a role in rapid cytoskeletal changes [28]. Although none of these genes have previously been associated to hyperactivity, they have been associated to motility. It is not examined or known which type of motility, and our results suggest that the regulation of these genes are affected in the hyperactive fraction of the sperm.

### Initial levels of hyperactivity

The most significant differentially expressed gene in contrast (i), high versus low levels of sperm hyperactivity at the day of ejaculation, was *ARFGAP1*. The ARFGAP1 protein interacts with ARF1 to regulate membrane traffic between the Golgi and endoplasmic reticulum [29]. *ARFGAP1* is suggested to play a role in the physiological function of sperm because of its high expression in testis [29], and another ARF GAP member, *SMAP2*, has been found important for acrosome formation during spermiogenesis in mice [30]. The results of our study suggest that *ARFGAP1* may play a role for the initial levels of hyperactive motility in ejaculates. Whereas *DNLZ* (discussed above) was the most up-regulated gene in the high hyperactivity group, the novel *ENSSSCG00000037477* was the most down-regulated. According to NCBI, this gene is tetratricopeptide repeat protein 37-like (*TTC37*), which is involved in protein-protein interactions and has mainly been studied in relation with human diseases [31]. This gene has also been associated with fertility in bulls where it was highly expressed in embryos conceived with semen from low fertility sires [32]. The mechanisms behind this gene’s involvement in hyperactive motility and fertility is, however, not known.

The testing for over-represented gene ontology pathways showed that a large proportion of the differentially expressed genes from contrast (i) belonged to the term “extracellular exosome”. The exosome is a vesicle that is released into the extracellular region, and previous studies have found that epididymal extracellular microvesicles are involved in vertebrate sperm maturation (reviewed by [33]). Moreover, boar seminal plasma exosomes have been associated with sperm motility [34]. Differentially expressed genes from this pathway includes fibronectin 1 (*FN1*), which has previously been found correlated with midpiece and tail sperm defects in boars [35], and which has also been correlated to total sperm motility in human [36]. FN1 was also differentially expressed at the protein level in boar seminal plasma between ejaculates with good and poor freezability [37]. 

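HSPA4 and HSPD1 were higher in the high group of contrast (i), with log2 fold changes of 0.57 and 0.66. Their adjusted p-values from edgeR's quasi-likelihood test were 0.0359 and 0.0701, and HSPD1 passed with the likelihood ratio test in edgeR at 0.0421. The level of HSPA4 was 675 CPM in the high boar L8 and from 428 to 462 CPM in the other high boars.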

Other differentially expressed genes from “extracellular exosome” include members of the heat shock protein family (Hsp70) member 4 (*HSPA4*) and family D (Hsp60) member 1 (*HSPD1*). *HSPA4* is involved in spermatogenesis and a previous study found that mice lacking this gene had a reduced number of spermatozoa and reduced sperm motility [38]. *HSPD1* is shown to undergo tyrosine phosphorylation during capacitation in mouse sperm [39] and it is involved in spermatogenesis in human [40]. *HSPD1* has, however, not been found associated with sperm motility or hyperactive motility in human [41], and its function in boar sperm hyperactivity needs to be further investigated. In addition to *HSPA4* and *HSPD1*, a heat shock protein regulator also belonging to “extracellular exosome”, bcl2 associated athanogene 6 (*BAG6*), was differentially expressed. 

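BAG6 was lower in the high group of contrast (i), at 477 ± 147 CPM (SD, n = 4) against 823 ± 31.1 CPM (SD, n = 4) in the low group, a log2 fold change of -0.79 (standard error 0.2, adjusted p = 0.0237 from edgeR's quasi-likelihood test).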

*BAG6* is the key regulator of heat shock protein *HSPA2*, which is involved in spermatogenesis [42–44] and associated with sperm motility [45]. Other differentially expressed genes of this pathway include quiescin sulfhydryl oxidase 1 (*QSOX1*), angiotensin I converting enzyme (*ACE*), polycystin 1 transient receptor potential channel interacting (*PKD1*), and CD81 molecule (*CD81*). 

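QSOX1, ACE, PKD1 and CD81 were lower in the high group of contrast (i), with log2 fold changes of -0.95, -1, -1.62 and -1.13 and adjusted p-values of 0.0248, 0.0209, 0.0209 and 0.0366 in edgeR's quasi-likelihood test.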

QSOX1 has been suggested a role in sperm cell development in mice, based on immunohistochemical association with the sperm acrosome during maturation [46]. Testicular *ACE* has been found important for sperm motility and male fertility [47] and one of its products, angiotensin II, has been shown to affect sperm motility parameters such as VCL [48], which is one of the CASA parameters describing levels of hyperactivity. *PKD1* is involved in testis development [49, 50] and is known to cause low sperm quality in men with autosomal dominant polycystic kidney disease [51]. Lack of one homozygous genotype of a *PKD1* mutation in stallions also showed its importance for fertility [52], and it has been proposed that *PKD1* might interact with CatSpers, which regulate sperm motility (reviewed by [53]). *CD81* has previously been found expressed in mouse and bull sperm [54] and shown to be involved in spermatogenesis [55], moreover, it has been implied that a reduced fertility of *CD81* knockout mice oocytes is due to failed acrosome reaction in sperm cells [56].

In contrast (i), all genes of the gene ontology term “establishment or maintenance of transmembrane electrochemical gradient” were differentially expressed: *ATP1A1*, *ATP1A2*, *ATP1B2*, *ATP4A* and *BAX*. None of these genes were significantly differentially expressed in contrast (ii), suggesting an importance for initial levels of hyperactivity at ejaculation. *ATP1A1*, *ATP1A2* and *ATP1B2* belongs to the Na,K-ATPases, which use ATP as energy to make an electrochemical gradient across cell membranes. *ATP1A1* has previously been found associated with capacitation in bovine [57], however no studies have indicated such a function of *ATP1A2* and *ATP1B2*. Several studies have however shown that another Na,K-ATPase family member, *ATP1A4*, is associated with sperm motility, capacitation and hyperactivity through keeping an uneven transmembrane distribution of Na^+^ and K^+^ [58–60]. Our study suggest a similar role for the differentially expressed Na,K-ATPase genes in hyperactivity. BAX is a member of the B-cell lymphoma 2 family and affects cell apoptosis [61], which plays an important role during the development of mature spermatozoa [62]. *BAX* deficient male mice have been shown to display increased apoptosis and infertility [63, 64]. Further, *BAX* has previously been associated with sperm motility in human [65]. The mechanism linking *BAX* to sperm motility was not suggested, however, it has been shown that apoptosis initiated during spermatogenesis contribute to poor sperm quality, including sperm motility [66].

Eight of the nine genes in “GATOR2 complex” were differentially expressed. GATOR2 regulates mTOR (mechanistic target of rapamycin) signaling by interacting with Rag GTPases. Even though mTOR has previously been found important for spermatogenesis in rats [67], a similar role of the individual differentially expressed genes of this pathway (*CASTOR1*, *MIOS*, *SEC13*, *SESN1*, *SESN2*, *SZT2*, *WDR24* and *WDR59*) has not previously been shown.

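Of the 57 genes listed in Additional file 6, 55 were matched to the count files and tested in contrast (i). Of these, 42 had an adjusted p under 0.05 by edgeR's quasi-likelihood test, 5 higher and 37 lower in the high group, and 54 by the likelihood ratio test. All 55 had an unadjusted p under 0.05, and the log2 fold changes ran from -2.13 to 0.66. The list is made of the paper's own calls on these libraries.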

Comparison of our results with a high-throughput proteomic study conducted for human sperm motility [19], showed that 57 out of the differentially expressed genes in contrast (i) were the same as their differentially expressed proteins [See Additional File 6]. These genes were to a large degree related to metabolic pathways such as carbohydrate derivate metabolism, lipid metabolic process and protein metabolic process. Moreover, some of the genes has ATP/ADP/GTP/GDP binding activity or ATPase activity: ADP-ribosylation factor-like protein 8B (*ARL8B*), cytochrome b5 reductase 3 (*CYB5R3*), eukaryotic translation elongation factor 2 (*EEF2*), H1 histone family member N testis specific (*H1FNT*), heat shock protein family A Hsp70 member 2 (*HSPA2*), 60 kDa heat shock protein mitochondrial (*HSPD1*), lonprotease homolog mitochondrial (*LONP1*) and valine-tRNA ligase mitochondrial precursor (*VARS*). These results are not surprising as sperm cells need energy for being motile, as was also concluded by Amaral et al. [19]. Tektin 5 (*TEKT5*) was also in common for contrast (i) and the study of Amaral et al. [19]. This gene belongs to pathways such as sperm flagellum and motile cilium, critical pathways for sperm hyperactivity, and has previously also been associated with sperm motility in mouse [68].

Peroxiredoxin-5 mitochondrial (*PRDX5*), acrosin-binding protein (*ACRBP*) and apolipoprotein A-I (*APOA1*) were differentially expressed in contrast (i). This is supported by a previous study examining capacitation related proteins in boar spermatozoa [10]. It was suggested that PRDX5 plays an important role in regulating energy production in the sperm cell and in sperm-oocyte binding, whereas ACRBP regulates release of acrosin from the acrosome, a proteinase involved in sperm penetration of zona pellucida. 

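PRDX5, ACRBP and APOA1 were lower in the high group of contrast (i), with log2 fold changes of -0.58, -0.93 and -1.05. The adjusted p-values from edgeR's quasi-likelihood test were 0.0623, 0.0208 and 0.0417, and all 3 passed with the likelihood ratio test. The groups overlapped for APOA1 (two-sided exact permutation test, p = 0.0571).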

*APOA1* has previously been found to induce cholesterol efflux in spermatozoa, a process that regulates motility, hyperactivation and capacitation [69, 70].

### Levels of hyperactivity after storage

The most significant differentially expressed gene in contrast (iii), high versus low change in levels of sperm hyperactivity between day 0 and 96 h storage, was *SLC40A1*. This gene is involved in iron transport, and previous studies have shown that testicular iron deficiency reduce levels of spermatozoa (reviewed by [71]). The exact function for *SLC40A1* in the resulting levels of sperm hyperactivity is not clear and needs to be further investigated. The most up-regulated gene in the high hyperactivity group was *DNLZ*, whereas the most down-regulated gene was *CADPS*. *CADPS* is involved in vesicle exocytosis of various compounds like insulin and neurotransmitters [72] and is tightly coupled to ATP activation and Ca^2+^ influx [73]. The protein has been found mainly expressed and studied in brain cells of human, mice and rats (e.g. [74, 75]), however it is also expressed in other mice tissues [75], and in pigs, it has been suggested as a candidate gene for body weight [76]. A function in sperm hyperactive motility have not previously been implied, however, it could be explained by its role in ATP activation and Ca^2+^-influx.

The two most differentially expressed terms of the gene ontology analysis for contrast (iii) were “extracellular space” and “extracellular region”. In gene ontology analyses, extracellular region is a parent term of extracellular space, and these are the cell regions where junctions between germ cells and Sertoli cells are located [77]. As germ cells mature and migrate through the testis, a cascade of signal transduction events at the junctions are involved, requiring factors such as cytokines, proteases, protease inhibitors, protein kinases, protein phosphatases, GTPases and junctional complex and extracellular matrix proteins (reviewed by [77]). We have previously shown that numerous genes in this part of spermatogenesis are important for different levels of sperm DNA fragmentation [78]. Differentially expressed genes in the current study belonging to the above-mentioned pathways include *ADA2* (already discussed above), and C-X-C motif chemokine ligand 10 (*CXCL10*), TNF superfamily member 10 (*TNFSF10*) and WNT family member 5A (*WNT5A*) (last three genes discussed under “cytokine activity” below). Moreover, phospholipase A2 group IIA (*PLA2G2A)* was differentially expressed, a gene whose protein has previously been associated to sperm motility and fertility in human [19, 79]. Phospholipase A2 is a calcium dependent enzyme which is involved in phospholipid metabolism in membranes and it has been proposed involved in sperm motility also in other species such as sea urchin [80] and fowl [81]. In boars, it has been shown that phospholipase A2 is important for capacitation [82], the process where hyperactive motility is achieved, and the results of this study show that the phospholipase A2 *PLA2G2A* gene is down-regulated in samples with high hyperactivity after storage.

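PLA2G2A, ENSSSCG00000003494, had 287 ± 102 counts (SD, n = 3) in the high group of contrast (iii) and 87.2 ± 35.1 counts (SD, n = 4) in the low group. The log2 fold change was 1.33 (standard error 0.31, adjusted p = 0.24 from edgeR's quasi-likelihood test and 0.037 from the likelihood ratio test), and every high boar was above every low boar (two-sided exact permutation test, p = 0.0286).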

Another significantly overrepresented gene ontology terms for contrast (iii) was “cytokine activity”, which includes the three differentially expressed genes *CXCL10, TNFSF10* and *WNT5A*. 

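In contrast (iii), TNFSF10 and WNT5A had log2 fold changes of 1.51 and 1.52. Their adjusted p was 0.24 for each in edgeR's quasi-likelihood test, and 0.0157 and 0.00198 with the likelihood ratio test in edgeR. The groups did not overlap for either gene (two-sided exact permutation test, p = 0.0286 for each).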

Levels of different cytokines have previously been associated to sperm motility and progressive motility in human (e.g. [83, 84]), and our results suggest that cytokines have an effect on hyperactive motility after storage of sperm cells. Cytokines are important for cellular immune responses and are involved in spermatogenesis in the testis by affecting Sertoli – germ cell interactions [77]. *CXCL10* was down-regulated in the group with high change in levels of hyperactivity after 96 h storage. It has previously been shown to cause germ cell apoptosis in mice, where *CXCL10* knock-out mice had reduced apoptosis [85]. 

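CXCL10, ENSSSCG00000032474, had 158 ± 87.8 counts (SD, n = 3) in the high group of contrast (iii), from 60 to 230, and 33.2 ± 30.9 counts (SD, n = 4) in the low group, from 11 to 77. It did not reach 1 CPM in 4 of the 7 libraries and was not tested.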

Further, *CXCL10* was related to sperm survival in chicken [86]. A role for this gene in sperm hyperactive motility has not previously been indicated, however, previous experiments showed a negative correlation between proportion of apoptotic cells, where apoptosis is initiated during spermatogenesis, and sperm motility in ejaculates [66]. *TNFSF10* is an important signaling molecule for proper germ cell apoptosis as knock-out mice showed a dramatically reduced production of mature spermatozoa [87]. Moreover, *TNFSF10* was found up-regulated in Landrace boars with high levels of sperm DNA fragmentation in our previous study [78], suggesting that this gene affects several sperm quality parameters. Finally, *WNT5A* is involved in self-renewal of spermatogonial stem cells [88], a process which is essential for spermatogenesis.

### Breed differences

In this study, Landrace and Duroc samples were analyzed using the same CASA settings, however, after RNA sequencing, the extreme samples from Duroc did not cluster according to their hyperactive phenotype. The Duroc boars had a higher variability in their hyperactivity levels (Table 1) than the Landrace boars and both the high and low group of Duroc boars had higher levels of hyperactivity compared to Landrace high and low groups. The lack of clustering could suggest that their hyperactivity levels might not be extreme enough, but it could also imply that the settings of the CASA were not appropriate for this breed. For CASA measurements, various instrument settings for different species are most commonly used. For example, the instrument defines and classifies sperm motility patterns differently, and motility characterizations are not identical for different species [89]. It has also been shown previously that different cattle breeds should have different CASA settings due to their large variability in sperm variables [90]. The results of the current study might suggest that breed specific characteristics exists for pigs as well. Our previous study found differences between Landrace and Duroc with regards to hyperactive motility [6]. Landrace sperm cells increased hyperactive motility with 6.3% from day of collection to 96 h storage. Duroc, on the other hand, showed higher initial sperm hyperactivity at day of collection and no significant increase after 4 days of storage. Differences in sperm physiology and semen plasma composition for these two breeds have also been found in other studies [91–93]. The results from the current study suggest that breed specific CASA thresholds should be tested.

### Variant calling

The variant calling was done on a limited set of animals, however, a case-control study pointed towards SNP variants that are present in only one of the sample groups and hence associated to sperm hyperactivity. For contrast (i), 278 SNPs were different between the high and low hyperactivity groups. Eighteen of these variants had a moderate or low predicted impact according to Ensemble VEP and were located in genes *NEU3*, *CHRDL2*, *HMCN1* and uncharacterized genes *ENSSSCG00000002261* and *ENSSSCG00000026662*. *NEU3* is a sialidase whose activity has previously been found necessary for capacitation and zona pellucida binding [94]. It is therefore interesting that 13 of the 18 SNPs with low/moderate impact are located in *NEU3*, including *rs318364485* with a predicted deleterious SIFT score (0.05). Moreover, 90 of the modifier impact SNPs are also located in *NEU3*. The effect should be examined in a larger animal material to see if this SNP could function as a biomarker for sperm hyperactivity.

As this material offers a limited number of animals, additional SNPs could be informative if tested in a larger population. We therefore had a look at SNPs present in the differentially expressed genes. SNPs with a predicted high impact were identified in 15 of the differentially expressed genes of contrast (i). Of these, *CFAP65* has previously been associated with spermatogenesis and flagellar development [95], and loss of function of the chicken ortholog of *CFAP65* has been shown to cause defective sperm motility [96]. Two of the putative high impact SNPs could not be verified in an independent sequencing dataset from the same Landrace population, suggesting that these variants might be false positives or very rare. Even though the other genes with high impact SNPs have not previously been associated with sperm quality, their significant differential expression as well as high impact SNPs make them candidates for further testing as fertility biomarkers.

For contrast (iii), 19 SNPs were different in the case-control analysis between the high and low change in hyperactivity level difference between day 0 and 96 h storage. All of these SNPs were modifier impact, meaning that they are not predicted to have a large impact, however, regulatory SNPs might be located in regions such as 3’UTR [97], which are classified as modifier by VEP, so the identified SNPs could affect levels of hyperactivity after storage through such mechanisms.

## Conclusions

In this study, we performed transcriptome profiling of boar testis tissue from Landrace and Duroc boars based on their levels of sperm hyperactive motility at the day of ejaculation (day 0) and on their change in hyperactive motility between day 0 and 96 h storage. We identified differentially expressed genes and pathways from Landrace boars with high and low levels of hyperactivity on the day of ejaculation (contrast i) and boars with high and low change in hyperactivity between day 0 and 96 h liquid storage at 18 °C (contrast iii). Each contrast consisted of three to five animals per group and the animals showed consistently high or low levels of hyperactivity. Overall, our data suggests that *DNLZ* is important for sperm hyperactivity regardless of storage, whereas *ARFGAP1* and *SLC40A1* were the most significant genes for contrasts (i) and (iii), respectively. 

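In contrast (i), NEU3 had a log2 fold change of 0.35 (standard error 0.16, adjusted p = 0.126 from edgeR's quasi-likelihood test and 0.156 from the likelihood ratio test), at 27.4 ± 4.27 CPM (SD, n = 4) in the high group and 21.5 ± 2.66 CPM (SD, n = 4) in the low group. In contrast (iii), the log2 fold change was 0.18 (adjusted p = 0.554 from edgeR's quasi-likelihood test).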

More than 100,000 filtered high-quality SNPs were identified in the dataset, and a predicted deleterious SNP in the differentially expressed gene *NEU3* was detected by case-control analysis. The limited number of animals (*n* = 3–5 for each group) could affect the results of this study. The results of this study provide novel insight regarding testis gene expression and its importance for sperm hyperactive motility. Genes and variants identified might be candidate markers useful for predicting boar fertility.

## Methods

### Aim and design of the study

The aim of this study was to identify differential expression of genes in testis tissue from boars with high and low levels of sperm hyperactive motility at ejaculation and change in hyperactive motility after storage. To facilitate this, testis tissue samples were collected at slaughter from AI boars, whose ejaculates had been used for hyperactivity measurements. Samples from boars with repeated extreme high or low sperm hyperactive motility at the day of ejaculation (day 0) and high or low change in hyperactive motility between day 0 and 96 h storage were selected for transcriptome sequencing.

### Materials

Semen collected from 103 purebred Norwegian Landrace boars (*n* = 239 ejaculates) and 88 purebred Duroc boars (*n* = 179 ejaculates) at the AI station run by Norsvin at Hamar, Norway, were the basis for this study. All boars were routinely used for AI and the ejaculates were part of routine collections for the breeding program. The boars were housed in individual 6 m^2^ pens, fed a standard commercial diet and had access to straw and sawdust as rooting materials. The ejaculate samples were collected between February 21st, 2014 and March 20th, 2015 and the age of the boars at semen collection for sampling ranged from 241 to 1041 days (median age = 338 days). Testis tissue samples were collected after slaughter and immediately frozen in liquid nitrogen, before storage at − 80 °C until RNA extraction. For Landrace boars with extreme levels of hyperactivity on day 0, 4 boars with high values and 4 boars with low values were selected (contrast (i)). For Duroc boars with extreme levels of hyperactivity on day 0, 3 boars with high levels and 4 boars with low levels were selected (contrast (ii)). For Landrace boars with high versus low changes in levels of hyperactivity between day 0 and 96 h storage, 5 boars with high levels and 4 boars with low levels were included in the study (contrast (iii)).

### Hyperactivity measurements

The sperm-rich fraction of the ejaculates was collected using the gloved hand technique, as described by Althouse et al. [98]. At the AI station, motility and morphology were subjectively evaluated using phase contrast microscopy (Leica DM 4000B, Leica Microsystems, Wetzlar, Germany) at 37 °C, and ejaculates with < 70% motile and/or > 20% morphologically abnormal spermatozoa were discarded. Ejaculates approved by the quality check were diluted to achieve a concentration of 25 × 10^6^ cells/mL in Androstar® Plus extender (Minitube, 84,184 Tiefenbach, Germany), transferred to airtight tubes containing doses of 89 mL, and stored in liquid conditions at 18 °C until shipment. Only semen accepted for AI was used in this study. During the 15 min long transportation from the AI station to the laboratory, the samples were packed in a styrofoam box to ensure a stable temperature. At the laboratory, semen was transferred to 15 mL falcon tubes and the samples were taken for CASA analysis at the day of collection (day 0) and after storage at 18 °C for 96 h (day 4), as this is the time limit recommended by Norsvin for using the dose. In order to be included in the selection of extreme animals, the boars needed at least three consistent measurements on % hyperactivity (Table 1).

### RNA extraction and sequencing

The RNeasy Midi Kit (Qiagen) was used to extract total RNA from testis tissue. RNA concentrations were measured using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, DE, USA) and the quality was examined by the 28S:18S rRNA ratio using the RNA 6000 Nano LabChip® Kit on 2100 Bioanalyzer (Agilent Technologies, CA, USA). All samples showed RNA integrity numbers (RIN) > 7.8 and a 260/280 ratio > 1.9. The sequencing was conducted by the Norwegian Sequencing Centre at the Centre for Ecological and Evolutionary Synthesis, University of Oslo (http://www.sequencing.uio.no). Libraries were prepared using TruSeq mRNA stranded HT kit (Illumina) on a Sciclone NGSx liquid automation system (Perkin Elmer). Final library quality check was performed on Fragment Analyser (Advanced Analytical Technologies, Inc) and by qPCR (Kapa Biosciences). Libraries were sequenced on an Illumina HiSeq 4000 according to manufacturer’s instructions. Image analysis and base calling were performed using Illumina’s RTA software v2.7.7. The reads were 100 base library pair single reads and filtered to remove those with low base call quality using Illumina’s default chastity criteria. All samples were run over two sequencing lanes and the number of reads per sample ranged from 65 to 196 million with an average of 98 million reads. The data has been deposited in NCBI’s Gene Expression Omnibus (GEO) [99] with GEO series accession number GSE141541.

### Processing and differential expression of RNA sequencing data

Trimmomatic v.0.36 [11] was used to trim reads by removing leading bases with Phred_33_ quality scores < 5, trailing bases with Phred_33_ quality scores < 3, using a sliding window of 4 bases and removing the 5′ terminal base if the average Phred_33_ score of the 4 bases was < 15, and completely discard trimmed reads with less than 36 remaining bases. The high quality reads were subsequently mapped to the pig genome *Sscrofa* build 11.1 using the Star software v.2.5.2a and default parameters while simultaneously adding unique read groups to the files [100]. Gene prediction coordinates (release 11.1.90) were obtained from Ensembl (http://www.ensembl.org). Samtools v.1.3.1 [101] was used to merge bams from the same sample and to convert bam files to sam files before HTSeq [102] was run with the reverse stranded option to calculate the number of reads mapped to each gene. The differential expression analysis was conducted using the package edgeR v.3.12.1 in the R environment [103]. The two breeds and different contrasts were analyzed separately, and the samples were divided into a high-low hyperactivity level contrast based on their hyperactivity values. Filtering was done to keep only genes that achieved at least one count per million in at least half of the samples, and the data was normalized for differences in the abundance of read counts mapped to genes between samples using the TMM (trimmed mean of M-values) normalization method [104]. This adjusts any differential expression analysis for varying sequencing depths and different library sizes and is part of the basic modeling procedure in edgeR. Variance in gene expression was estimated using a tagwise dispersion model before differential expression was detected with a likelihood ratio test model (option glmFit in edgeR). FDR was calculated using the Bejamini-Hochberg algorithm [105], and an FDR < 0.05 was considered significant. Gene ontology analyses were run using the R package “goseq” v.1.26.0 [106] using BioMart as implemented in R (biomaRt v.2.30.9) [107] to incorporate pig IDs and the Wallenius approximation method to account for length biases. Pathways with an overrepresented *p*-value < 0.001 was considered significant.

### Variant calling

Preprocessing of bam files was performed using Picard (sorting, duplicate marking, and indexing) [108]. Variant calling on the Landrace RNA sequencing data was conducted using Samtools v.1.3.1 mpileup and bcftools call [101]. Detected variants were filtered, using bcftools filter and vcftools [109], on alternate allele count (> 2), QUAL (> 25), mapping quality (> 10) and read depth (> 10). Furthermore, both reference and alternate allele had to be present on both strands, and a threshold of at least 4 bp to the next SNP and 10 bp to the next indel was also applied. The filtered variants were subsequently annotated using the Ensembl Variant Effect Predictor (VEP) [110] to classify variants and their impact. SnpSift v.4.3 was subsequently used to estimate case-control (i.e. high versus low hyperactivity) using an allelic model (CC_ALL) and Fisher exact test [111]. Variants were considered significantly different at *p* < 0.001. SNP validation was done in silico by matching detected variants to known pig entries collected using VEP and by comparison to an existing independent whole-genome sequence dataset of related boars [78].

## Supplementary information

**Additional file 1.** Differentially expressed genes for hyperactivity at ejaculation (day 0) in Landrace. The results are presented with Ensembl gene id, gene symbol, gene name, fold change and significance level (FDR).

**Additional file 2.** Differentially expressed genes for change in levels of hyperactivity between day 0 and 96 h storage in Landrace. The results are presented with Ensembl gene id, gene symbol, gene name, fold change and significance level (FDR).

**Additional file 3.** Variants identified in the Landrace animals of contrasts (i) and (iii). The variants are presented per chromosome with Ensembl VEP information.

**Additional file 4 **Variant case-control analysis. Chromosome, position, number of homozygous, heterozygous and total variants in cases and controls, Fisher exact test *p*-value for the case control allelic model according to SnpSift (CC_ALL, see Methods), and contrast for significance (Table X1). Consequence, impact, gene id, ensembl gene id, existing variation and SIFT scores are included in Table X2.

**Additional file 5.** Variants occuring in differentially expressed genes. Variants in genes identified for hyperactivity at Day 0 in Landrace (contrast (i), Table X1), change in levels of hyperactivity between day 0 and 96 h storage in Landrace (contrast (iii), Table X2), and genes in common for contrasts (i) and (iii) (Table X3). The SNPs are presented with Ensembl gene id, gene name, significance level of differentially expressed gene (FDR), chromosome (SSC) and position, effect, impact, existing ID and SIFT score.

**Additional file 6.** Overlapping results of contrast (i) and proteins involved in human sperm motility. Comparison of our results with the study of Amaral et al. [19] showed that 57 out of the differentially expressed genes in contrast (i) were the same as their differentially expressed proteins.

## Data Availability

The datasets generated and analyzed during the current study are available in the additional files and in NCBI’s GEO database with accession number GSE141541.

## Abbreviations

ACE: Angiotensin I converting enzyme
ACRBP: Acrosin-binding protein
ADA: Adenosine deaminase
ADA2: Adenosine deaminase 2
ADP: Adenosine diphosphate
AGGF1: Angiogenic factor with G-patch and FHA domains 1
AI: Artificial insemination
ALH: Amplitude of lateral head displacement
APOA1: Apolipoprotein A-I
ARFGAP1: ADP ribosylation factor GTPase activating protein 1
ARL8B: ADP-ribosylation factor-like protein 8B
ATP: Adenosine triphosphate
ATP1A1: ATPase Na+/K+ transporting subunit alpha 1
ATP1A2: ATPase Na+/K+ transporting subunit alpha 2
ATP1A4: ATPase Na+/K+ transporting subunit alpha 4
ATP1B2: ATPase Na+/K+ transporting subunit beta 2
ATP4A: ATPase H+/K+ transporting subunit alpha
BAG6: bcl2 associated athanogene 6
BAX: BLC2 associated X, apoptosis regulator
Bp: Base pairs
CAB39: Calcium binding protein 39
CADPS: Calcium dependent secretion activator
CASA: Computer-assisted sperm analysis
CASTOR1: Cytosolic arginine sensor for mTORC1 subunit 1
CatSper: Cation channel of sperm
CCDC187: Coiled-coil domain containing 187
CD81: CD81 molecule
CFAP65: Cilia and flagella associated protein 65
CHRDL2: Chordin like 2
CXCL10: C-X-C motif chemokine ligand 10
CYB5R3: Cytochrome b5 reductase 3
DNLZ: DNL-type zinc finger
EEF2: Eukaryotic translation elongation factor 2
FDR: False discovery rate
FN1: Fibronectin 1
FSCN3: Fascin-3
GDP: Guanosine diphosphate
GEO: Gene Expression Omnibus
GGNBP2: Gametogenetin binding protein 2
GTP: Guanosine triphosphate
H1FNT: H1 histone family member N testis specific
HIP1: Huntington interacting protein 1 gene
HMCN1: Hemicentin 1
Hsp70: Heat shock protein 70 kilodalton
HSPA2: Heat shock protein family A Hsp70 member 2
HSPA4: Heat shock protein family A (Hsp70) member 4
HSPA9: Heat shock protein family A Hsp70 member 9
HSPD1: 60 kDa heat shock protein mitochondrial
LIN: Inearity
LONP1: Lonprotease homolog mitochondrial
MIOS: MEIOSIS regulator for oocyte development
mTOR: Mechanistic target of rapamycin
NEU3: Neuraminidase 3
NUTM1: NUT midline carcinoma family member 1
PPIG: Peptidylprolyl isomerase G
PKD1: Polycystin 1 transient receptor potential channel interacting
PLA2G2A: Phospholipase A2 group IIA
PRDX5: Peroxiredoxin-5 mitochondrial
PRM1: Protamine 1
PRM3: Protamine 3
PRMT2: Protein arginine methyltransferase 2
QSOX1: Quiescin sulfhydryl oxidase 1
RADIL: Rap associating with DIL domain
RAVER1: Ribonucleoprotein PTB binding 1
RIN: RNA integrity number
RNA: Ribonucleic acid
RPS9: Ribosomal protein S9
RUVBL1: RuvB like AAA ATPase 1
SD: Standard deviation
SEC13: SEC13 homolog nuclear pore and COPII coat complex component
SESN1: Sestrin 1
SESN2: Sestrin 2
SLC40A1: Solute carrier family 40 member 1
SMAP2: Small arfGAP2
SZT2: KICSTOR complex subunit
TEKT5: Tektin 5
TMEM225B: Transmembrane protein 225B
TMM: Trimmed mean of M-values
TNFSF10: TNF superfamily member 10
TTC37: Tetratricopeptide repeat protein 37-like
UTR: Untranslated region
VARS: Valine-tRNA ligase mitochondrial precursor
VEP: Ensembl variant effect predictor
VCL: Curvilinear velocity
WDR24: WD repeat domain 24
WDR59: WD repeat domain 59
WNT5A: WNT family member 5A
WOB: Wobble

How the deposited data were processed for this re-analysis (not part of the article)

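RNA from testis tissue of Landrace and Duroc boars was sequenced by the authors as 100 bp single reads, and the libraries of 13 Landrace and 8 Duroc boars were analysed here. The authors trimmed the reads with Trimmomatic, aligned them to Sscrofa 11.1 with STAR, and counted them with HTSeq on the Ensembl annotation. The deposited values are raw counts of reads per gene, without normalization, with 1 file per boar and 25880 genes. Groups were taken from the deposited labels and Table 1, which give the same groups for the Landrace boars when L11 and L14 of Table 1 are taken as L2 and L7, whose read depth they share. Matched by name, they give opposite groups for 7 of the 8 Duroc boars. Matched by the nearest read depth, the groups are the same for all 8, but the names then differ for each boar, and no boar was regrouped on its depth. Contrast (ii) was not tested.

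Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 4 libraries were kept, and libraries were normalized by TMM. The main test was edgeR's quasi-likelihood test on the boars of 1 contrast, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper states a likelihood ratio test, which was run as an alternative. Standard errors were taken from the log2 fold change and its test statistic. CPM are TMM-normalized. Single genes and scaling coordinates were also compared with two-sided exact permutation tests over all 70 assignments of the boars in contrast (i) and 35 in contrast (iii). Multidimensional scaling used the 500 genes with the largest pairwise differences and a prior count of 2.

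The fitting steps were tested on simulated data. Of 200 genes changed by known amounts among the 12979 genes simulated for contrast (i), the quasi-likelihood test called 198, with 10 unchanged genes called. Of 200 changed among the 12824 genes simulated for contrast (iii), it called 195, with 10 unchanged genes called. All simulated genes had the same dispersion, and the changes were large. The likelihood ratio test also called 195 in simulated contrast (iii), while on the real counts the 2 tests called 0 and 64 genes. The simulation therefore checks the fitting steps and does not give the power of the tests on these boars. Pairs of Landrace boars in the same group of a contrast were compared, and none of these were duplicates. Their log counts correlated with Pearson's r from 0.964 to 0.982, and the chi-square per degree of freedom ran from 48.8 to 306.

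The depth was 41358671 to 125576407 counts per library over the Duroc boars, and 47988011 to 97059970 over the Landrace boars in the 2 contrasts. Gene names came from the paper's tables and from an identifier table that named 15014 identifiers, and coordinates from the RefSeq annotation of Sscrofa11.1, matched by symbol. Genes named in the text are those the paper names, the gene with the smallest p in each contrast, and the 3 highest and 3 lowest log2 fold changes among genes that passed with groups that did not overlap. Some genes that this rule names are not reported here.

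The alternatives were a likelihood ratio test, DESeq2, relative log expression normalization, other filters on low counts, a robust fit, all 13 Landrace libraries in 1 fit, leaving out mitochondrially encoded genes, leaving out boars shared by the contrasts, and leaving out each boar in turn. Further alternatives were chosen after seeing the data. A correction for GC content was not run. Variant calls and gene ontology enrichment were not analysed here.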

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

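The values below are 8 results in which 1 boar stood far from the other 3 of its group, among 261 groups of 4 boars, where chance gives about 13.1. They were picked by that distance after the values were seen, and no test of a technical or a biological explanation was run for a single boar.

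In contrast (i), among the low boars, MIOS was 101 CPM in L3, against 128 to 132 in the others, and CERS6 was 29.2 CPM in L4, against 35.9 to 36.8. Among the high boars, L5 had 2.02 CPM of ATP4A, against 1.46 to 1.47, and 72.1 CPM of NUTM1, against 45.7 to 47.7, while L8 had 675 CPM of HSPA4, against 428 to 462. Among the low boars of contrast (iii), L12 lay at -1.03 on dimension 1, against -0.35 to -0.27, and had 2.58 CPM of ATP1B2, against 3.42 to 3.57, and L10 had 105 CPM of GPAT4, against 135 to 142. With the number of groups tested, these distances are no more frequent than chance gives.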

How the results depend on the processing

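Alternatives not set beforehand are said to have been chosen after seeing the data. A correction for GC content and gene length together was planned and not run, since no genome sequence was used here. No paired analysis was possible because the boars of the groups are different animals and the deposited columns carry no shared replicate numbers.

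The count of 2682 genes in contrast (i) stayed within 1.5 times under each alternative set before the data were examined that kept all 8 boars, from 2716 with mitochondrially encoded genes left out to 3922 with DESeq2. The fits that each left out 1 boar gave from 1 to 3764 genes. The count stayed within 1.5 times without L2, L5 or L7, at 1836, 3764 and 2766 genes. It did not in the other fits that left out 1 boar, which gave from 1 to 1481 genes. The count was 1 without L3, where 614 genes shared the next adjusted p of 0.0504 and 3614 genes had an unadjusted p under 0.05. It was 1 without L6, where 439 genes shared the next adjusted p of 0.0532 and 4708 genes had an unadjusted p under 0.05. In these 2 fits a block of genes with tied adjusted p-values from edgeR lay just above the threshold, and 1946 and 3511 genes were under 0.1. The cause of the lower counts without L1, L4 and L8 was not tested. With DESeq2, 62.8% of the genes that passed were lower in the high group, against 76.7% with edgeR, and 70.8% with relative log expression normalization. Across the fits that each left out 1 boar, the share ran from 62.9% to 100%. The value of 100% is that of the 1 gene called without L3 or without L6. In the other fits the share was at most 95.7%, without L4.

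The count of 0 genes in contrast (iii), beside 2540 genes at an unadjusted p under 0.05, became 64 with the likelihood ratio test, 116 with DESeq2, 1 with at least 1 count in at least 1 sample and 1 with filterByExpr. Leaving out each boar in turn gave from 0 to 2 genes. The count of 0 genes shared by both contrasts became 24 with the likelihood ratio test, 51 with DESeq2 and 1 with at least 1 count in at least 1 sample, and lay between 0 and 1 across the fits that each left out 1 boar. The cause was not tested.

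After the data were seen, 7 further settings of the likelihood ratio test were run, from 3 other ways of estimating gene-wise dispersions and the filter of at least 1 count in at least 1 sample, and all are given here. In contrast (i) they gave from 2540 to 3683 genes. Without a trend, the direction shifted most, to 180 higher and 2360 lower genes, and with at least 1 count in at least 1 sample as well to 400 higher and 2832 lower. In contrast (iii) they gave 92 genes with a separately fitted trend, 140 without a trend, and 99 with classic dispersions, and with at least 1 count in at least 1 sample 54 genes with the dispersions used elsewhere, 68 with a separately fitted trend, 246 without a trend and 63 with classic dispersions. The shared genes were 38, 54 and 41, and 20, 29, 80 and 25, in the same order. Thinning every library to the smallest total, also chosen after seeing the data, gave 2622 genes in contrast (i) and 0 in contrast (iii).

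The separation on dimension 1 was kept in each alternative with all boars, in both contrasts. Without replicate L3 in contrast (i), the exact permutation p rose to 0.0571, and the distance between group means ran from 1.45 to 1.81 across the fits that each left out 1 boar. In contrast (iii) it ran from 0.98 to 1.42, with too few boars for a p under 0.05. DNLZ in contrast (i) had log2 fold changes from -2.98 to -2.55 in the 4 fits that left out a high boar, where the adjusted p from edgeR's quasi-likelihood test ran from 0.0103 to 0.0532 and was above 0.05 in 1 fit, without L6. In the 4 fits without a low boar it did not pass the filter. In contrast (iii), DNLZ passed with the likelihood ratio test, with a log2 fold change of -1.88, and with DESeq2, with -1.89. The fits that each left out 1 boar gave from -2 to -1.65.

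The other named genes numbered 49 in contrast (i) and 12 in contrast (iii). In contrast (i), 6 became significant with the likelihood ratio test and 6 with DESeq2, and 1 with relative log expression normalization. In contrast (iii), 6 did with the likelihood ratio test and 7 with DESeq2. Over the fits that left out 1 boar in contrast (i), 140 results lost significance, 9 gained it and 236 kept their side. HMCN1 changed sign in 3 of its fits, with log2 fold changes from -0.085 to 0.24 around 0.1.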

Differences from the paper's values

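In contrast (i), 2056 genes were lower in the high group, against the paper's 870. Of the alternatives set before the data were examined, only the fits without L1, with 924 lower genes of 966 in all, and without L8, with 1135 of 1228, came within 1.5 times of that number. These fits hold only 42 and 93 higher genes. Additional file 1 as used here lists 1999 genes, 1754 with a positive and 245 with a negative log2 fold change in the paper's signs, and those tested here all had the opposite sign. For the genes in that file, the matches in number are therefore in the direction opposite to the paper's genes. The direction of the paper's other genes was not compared. The genes higher in the high group were 626, and 994 with the likelihood ratio test. If all of the paper's directions are reversed, these are the numbers to set beside its 870, and both came within 1.5 times. In contrast (iii), 0 genes passed, against the paper's 102, beside 2540 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 116 and closed the gap, and the likelihood ratio test, with 64, and the others did not. The genes higher in the high group were 0, against the paper's 33, and the genes lower were 0, against the paper's 69. The likelihood ratio test gave 44 higher and 20 lower, and DESeq2 gave 71 higher and 45 lower. Taken in the direction the paper states, only the 44 of the likelihood ratio test came within 1.5 times, for the higher genes, and no alternative set before the data were examined did so for the lower genes. The directions are reversed for the genes themselves: of the genes of Additional file 2 tested here, 68 were higher and 33 lower in the high group. Taken in that reversed direction, the 71 higher and 45 lower genes of DESeq2 both came within 1.5 times of the paper's 69 and 33. The shared genes were 0, against the paper's 41, and DESeq2, with 51, closed the gap, while the likelihood ratio test gave 24.

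The log2 fold change of DNLZ was -2.75 in contrast (i), against the paper's 2.7, and -1.88 in contrast (iii), against the paper's 1.9. None of the alternatives set before the data were examined closed either gap. Both gaps lie in the sign, and the sizes are close. The paper's own read counts in Table 2 also put DNLZ lower in the high groups of both contrasts. Every gene of Additional files 1 and 2 tested here had the opposite sign as well. With the groups used here, the paper's log2 fold changes for these genes therefore read as low over high. Why the paper's wording gives the other direction was not tested. The adjusted p of ARFGAP1 in contrast (i) was 0.0208 from edgeR's quasi-likelihood test, against the paper's 1.2e-05, and 2.4e-05 with the likelihood ratio test and 1.2e-06 with DESeq2. That of SLC40A1 in contrast (iii) was 0.24 from edgeR's quasi-likelihood test, against the paper's 9.7e-04, and 0.00198 with the likelihood ratio test and 2.9e-04 with DESeq2. None of these alternatives closed either gap. The mean read count of DNLZ in contrast (i) was 44.5 in the high group, against the paper's 182, and 272 in the low group, against the paper's 1093. No alternative changes a mean read count. The sums over the 4 boars of each group were 178 and 1089, which with 1 added per boar are the paper's numbers. Of the other means in Table 2, 160 were 1 above the means of the deposited counts.

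Among the 7 settings of the likelihood ratio test that were run after seeing the data, the one with a separately fitted trend gave 3199 genes in contrast (i), 865 higher and 2334 lower in the high group, and 92 in contrast (iii), 61 higher and 31 lower, with 38 shared. Its adjusted p was 1.2e-05 for ARFGAP1 and 9.8e-04 for SLC40A1, in edgeR. These values are close to the paper's. The gaps left by the likelihood ratio test set beforehand thus depended on how the dispersions were estimated. The one with classic dispersions, also chosen after seeing the data, gave 3146 and 99 genes, with 41 shared, and 1.5e-05 and 0.00104 for these genes in edgeR. The one without a trend and with at least 1 count in at least 1 sample, chosen after seeing the data, gave 3232 genes in contrast (i) and 246 in contrast (iii).

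All 1995 genes of Additional file 1 that were tested here, and all 101 of Additional file 2, had the opposite sign to the paper's log2 fold change, with Pearson's r across genes of -0.99997 and -0.99999. The paper states that DNLZ is the most up-regulated gene of the high groups and that TTC37-like and CADPS are the most down-regulated, while here DNLZ was lower in the high group, and the log2 fold changes of TTC37-like and CADPS were 3.13 and 2.08. The paper states that PLA2G2A and CXCL10 were down-regulated in the high group of contrast (iii), while here PLA2G2A had a log2 fold change of 1.33, and CXCL10 had 158 counts on average in the high and 33.2 in the low group. The high and low boxes of Fig. 3 are the reverse of the read counts in Table 2. The paper names ARFGAP1 as the most significant gene of contrast (i). Here ARFGAP1 ranked 11 by p, and in the authors' deposited table it ranked 9, with DNLZ at 2. The paper names SLC40A1 as the most significant gene of contrast (iii), where it ranked 7 here and DNLZ ranked 1. With the separately fitted trend, chosen after seeing the data, SLC40A1 ranked 1 in contrast (iii), while in contrast (i) ARFGAP1 still ranked 11 and DNLZ ranked 2. The paper calls SESN1, FN1, HSPD1, PRDX5, ADA2 and RUVBL1 differentially expressed in contrast (i), where the main test gave adjusted p-values of 0.0511, 0.0988, 0.0701, 0.0623, 0.0548 and 0.0566 in edgeR. The likelihood ratio test called all of these but FN1, for which it gave 0.0648, and DESeq2 called all of them, with 0.0417 for FN1. Some fits that left out L5 or L7 also called genes among these. The paper calls NEU3 differentially expressed, where the adjusted p was 0.126 from edgeR's quasi-likelihood test, 0.156 from the likelihood ratio test and 0.0889 from DESeq2. TTC37-like had an adjusted p of 0.0663 from edgeR's quasi-likelihood test, and was called with the likelihood ratio test, at 0.0499, and without L1, at 0.0294. It was not called with DESeq2, at 0.126, with relative log expression normalization, at 0.0614, or in the other fits that left out 1 boar, at 0.0615 to 0.144. In contrast (iii), the paper calls ADA, ADA2, HIP1, PRM1, PRM3, TMEM225B, FSCN3, SLC40A1, DNLZ, PLA2G2A, TNFSF10, WNT5A, CXCL10 and CADPS differentially expressed, where 0 genes passed with the main test and 2540 had an unadjusted p under 0.05. The likelihood ratio test called ADA2, TMEM225B, SLC40A1, DNLZ, PLA2G2A, TNFSF10 and WNT5A, and DESeq2 called these and HIP1.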

Other observations

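The tests on cell type markers, on the share of counts in the most highly counted genes, on reads aligned to more than 1 place, on the Duroc boars, and of the difference between the contrasts were chosen only after related values had been seen.

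Other splits of the same boars were fitted for both contrasts. In contrast (i), 1 of the 35 splits of the 8 boars into 4 and 4, the real one, gave as many as 2682 genes, and the other splits gave at most 1. With the likelihood ratio test it was again 1 of 35, with at most 16 genes for the others. In contrast (iii), where the real split gave 0 genes with edgeR's quasi-likelihood test, all 35 splits gave at least as many, which had to be so and tells nothing. At an unadjusted p under 0.05, the real split gave 2540 genes, the most of the 35 splits, and the others at most 1787. With the likelihood ratio test, 2 of the 35 splits gave as many as 64 genes, the real one and the split of L9, L10 and L12 against L2, L7, L13 and L15, which gave more. That split differs from the real one only in the place of L2, so it is not independent of hyperactivity. The next split gave 56 genes, so the count of 64 does not set the real grouping apart from the others.

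The pattern of many genes in contrast (i) was set against technical explanations. The total counts overlapped between groups (two-sided exact permutation test, p = 0.171, and 0.171 in contrast (iii)). Thinning every library to the smallest total left 2622 genes. Log2 fold changes correlated with gene length across genes, with a Spearman's rho of 0.274, below the 0.3 set beforehand but close to it, and only 80.1% of the tested genes had a length. The share of counts in the 50 most highly counted genes overlapped (exact permutation p = 0.0857), at 10.4% to 11.7% in the low boars and 11.1% to 12.7% in the high boars. The TMM factors, which correct for the composition of a library, did not overlap, at 1.02 to 1.14 in the low boars and 0.872 to 0.995 in the high boars. They were compared after they had been seen, and no separate test of composition was run. The share of reads aligned to more than 1 place ran from 7.53% to 7.92% in the low boars and from 5.83% to 7.2% in the high boars, without overlap (exact permutation p = 0.0286). In contrast (iii) it overlapped (exact permutation p = 0.257). It may be a share of alignments and not of reads, since the totals of the Landrace files exceeded the reads in Table 1. Marker gene lists of 8 testis cell types were compared, and the smallest exact permutation p was 0.0286 in both contrasts, with no value under 0.05 after adjustment over 16 comparisons (0.229). Spermatocyte markers were higher in every high boar of contrast (i), and spermatid markers lower in every high boar of contrast (iii). GC content was not tested. The genes of contrast (i) therefore cannot be told apart from a difference between libraries in reads aligned to more than 1 place, in composition, in cell type proportions or in GC content. With 4 boars in each group, these tests also do not exclude a part played by gene length or by the most highly counted genes.

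The fold changes of contrasts (i) and (iii) share a direction, which the 2 boars in both contrasts could produce. With L2 and L7 left out of contrast (iii), Pearson's r across genes fell from 0.689 to 0.569 and stayed positive. In that fit, all 41 genes of Table 2 still had the same direction in both contrasts. These genes were selected as differing in both contrasts with L2 and L7 included, so their signs cannot decide what part the 2 boars play. The positive r across genes does not depend on that selection, though genes are not independent replicates. The difference between contrast (i) and the boars only in contrast (iii) was itself tested with edgeR's quasi-likelihood test. It gave 1244 of 12799 genes at an unadjusted p under 0.05, more than chance gives, and 0 after adjustment. The boars only in contrast (iii) were L13 and L15 against L9, L10 and L12. With so few boars, the 0 does not show that the contrasts are alike.

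A hypothesis is that contrast (i) may lie on an axis of variation present in boars whatever their hyperactivity. The first principal component of the 8 Duroc boars held 47.4% of the variance, and its gene weights correlated with the fold changes of contrast (i) with an r of 0.854 across 12770 genes. This was the largest among the 35 splits of the Landrace boars, of which 1, the real one, reached it, and the others had a median of 0.522 and at most 0.817. Over the 8 Duroc boars, the score on that component correlated with the share of reads aligned to more than 1 place, with a Pearson's r of -0.929 (exact permutation p = 4.7e-04, and 0.00236 after adjustment over 5 measures) and a Spearman's rho of -0.929 (exact permutation p = 0.00223). Without D1 and D2, r was -0.817. For the share of the 50 most highly counted genes r was 0.805 (0.0381 after adjustment; without D2 and D5, r was 0.782), for reads per library 0.559 (0.222, while Spearman's rho was 0.881, 0.0181 after adjustment), for reads outside genes -0.172 (0.749) and for mitochondrially encoded reads 0.138 (0.749). The axis cannot be told apart from differences between libraries in reads aligned to more than 1 place, in the share of the most highly counted genes or, by rank, in depth. No relation to reads outside genes or to mitochondrially encoded reads was seen over these 8 boars, and no biological explanation was tested.

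The Duroc boars were in no tested group. By name, Table 1 lists D1 to D4 as low and D5 to D9 as high, while the deposited labels give D1 to D5 as high and D6, D7 and D9 as low. The level of DNLZ was 3.98 CPM in D1, 1.8 in D2, 2.12 in D3, 4.91 in D4, 4.74 in D5, 2.57 in D6, 2.99 in D7 and 3.7 in D9. For the Landrace boars, the gene counts and other tallies of a file summed to 1.03 to 1.04 times the reads in Table 1. A file's total above the sequenced reads is not a count of single reads. For the Duroc boars with the same name, the ratio ran from 0.384 to 2.6. Set beside the nearest depth in Table 1, the ratio ran from 1.02 to 1.04, and the depths nearest to the 5 boars labelled high were those of high boars in Table 1, and the depths nearest to the 3 labelled low were those of low boars. The boars were not regrouped on this.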
